# The transcriptomic and epigenetic map of vascular quiescence in the continuous lung endothelium

**DOI:** 10.7554/eLife.34423

**Published:** 2018-05-11

**Authors:** Katharina Schlereth, Dieter Weichenhan, Tobias Bauer, Tina Heumann, Evangelia Giannakouri, Daniel Lipka, Samira Jaeger, Matthias Schlesner, Patrick Aloy, Roland Eils, Christoph Plass, Hellmut G Augustin

**Keywords:** endothelial quiescence, endothelial trsanscriptome, endothelial epigenome, DNA methylation, TGFß, Human, Mouse

## Abstract

Maintenance of a quiescent and organotypically-differentiated layer of blood vessel-lining endothelial cells (EC) is vital for human health. Yet, the molecular mechanisms of vascular quiescence remain largely elusive. Here we identify the genome-wide transcriptomic program controlling the acquisition of quiescence by comparing lung EC of infant and adult mice, revealing a prominent regulation of TGFß family members. These transcriptomic changes are distinctly accompanied by epigenetic modifications, measured at single CpG resolution. Gain of DNA methylation affects developmental pathways, including NOTCH signaling. Conversely, loss of DNA methylation preferentially occurs in intragenic clusters affecting intronic enhancer regions of genes involved in TGFβ family signaling. Functional experiments prototypically validated the strongly epigenetically regulated inhibitors of TGFβ family signaling SMAD6 and SMAD7 as regulators of EC quiescence. These data establish the transcriptional and epigenetic landscape of vascular quiescence that will serve as a foundation for further mechanistic studies of vascular homeostasis and disease-associated activation.

## eLife digest

The vascular system is made up of vessels including arteries, capillaries and veins that carry blood throughout the body. The inner surfaces of these blood vessels are lined with a thin layer of cells, called endothelial cells, which form a barrier and a communicating interface between the circulation and the surrounding tissue.

Early in an organism’s life, when the vascular system is still growing, endothelial cells increase in number by dividing into more cells. In adulthood, as the vascular system reaches its full size, the endothelial cells maintain a stable number. As a result, an adult’s vascular system has a resting layer of endothelial cells that does not divide. This is known as vascular quiescence, and scientists know little about how the body achieves and maintains it.

To unravel the mechanisms controlling vascular quiescence, Schlereth et al. studied endothelial cells taken from blood vessels in the lungs of newborn and adult mice. By comparing all the genes present at both developmental stages, the changes of gene activity in these cells could be measured. The results showed that the activity of genes strongly correlated with so called epigenetic changes in the genes involved in vascular quiescence. These are DNA modifications that can alter the function of a gene without affecting its underlying sequence.

Two genes in particular (Smad6 and Smad7) appeared to play an important role in vascular quiescence. Their corresponding proteins, SMAD6 and SMAD7, inhibit another group of proteins (TGFβ family) important for cell growth. The results showed that the endothelial cells in adult mice produced more SMAD6 and SMAD7 than in young mice. Therefore, endothelial cells of adult mice stop to increase in number and to migrate.

For the first time ever, Schlereth et al. have provided an extensive comparative analysis of gene activity and epigenetic changes to study vascular quiescence. The findings open a new chapter of vascular biology and will serve as a foundation for future research into the mechanisms of vascular quiescence. Problems in maintaining a resting layer of cells may lead to vascular dysfunction, which is associated with a wide range of diseases, such as stroke, heart disease and cancer making it a leading cause of death. In future, scientists may be able to develop new treatments that target specific molecules to help the body achieve a resting blood vessel system.

## Introduction

Endothelial cells (EC) are long-lived cells of the mesodermal lineage that line the inside of all blood vessels forming a single layer of organotypically-differentiated cells (Augustin and Koh, 2017; Deanfield et al., 2007; Rafii et al., 2016; Regan and Aird, 2012). Unlike unidirectional differentiation programs of short-lived epithelial cells, EC acquire a quiescent state during the transition to adulthood from which they can switch back to the activated phenotype resulting in disease-associated angiogenesis (Hobson and Denekamp, 1984; Marcelo et al., 2013). In fact, the maintenance of the quiescent vascular phenotype is of pivotal importance for human health. Loss of this EC phenotype is a hallmark of vascular dysfunction and a commonality of diverse life-threatening diseases ranging from sepsis, atherosclerosis to cancer (Carmeliet and Jain, 2011; Gimbrone and García-Cardeña, 2016). Likewise, major and socioeconomically important chronic diseases are characterized by a loss of the quiescent EC phenotype, like age-dependent macular degeneration and diabetic retinopathy. Vascular targeted therapies for such conditions are mostly aimed at interfering with EC activation programs (Krzystolik et al., 2002; Tanabe et al., 2017). Therefore, it is crucial to get a better understanding of the pathways involved in acquisition of vascular quiescence to improve vessel targeted therapies.

While the mechanisms of sprouting angiogenesis, network formation and remodeling have been molecularly unraveled in increasing detail, the molecular mechanisms of acquisition of EC quiescence are still poorly understood (Adams and Alitalo, 2007; Herbert and Stainier, 2011; Jain, 2003; Korn and Augustin, 2015). EC quiescence is an active process, as it not only involves the absence of activators but also microenvironmental factors as well as cell intrinsic mechanisms. Matricellular factors, contact with pericytes and hemodynamic forces act as microenvironmental determinants of vascular maturation (Armulik et al., 2011; Baeyens et al., 2016; Davis et al., 2015; Stratman et al., 2017; Yousif et al., 2013). To switch from an activated to a resting phenotype, numerous signaling pathways in EC including VEGF, NOTCH, FGF, TGFβ, angiopoietin and semaphorin signaling need to be properly regulated (Marcelo et al., 2013; Patel-Hett and D'Amore, 2011). To add another layer of complexity, there is an intricate crosstalk between these pathways and their integration is not completely understood (Ehling et al., 2013; Holderfield and Hughes, 2008; Kim et al., 2011). Furthermore, while some pathways are described to have clear pro- or anti-angiogenic effects, the impact of other signaling pathways is rather contextual or even still controversially discussed. For instance, TGFß family signaling has been described to exert both, pro-and anti-angiogenic functions and to contextually cooperate with NOTCH signaling in the regulation of angiogenesis (Cai et al., 2012; Dyer et al., 2014; Goumans et al., 2003; Goumans et al., 2002; Larrivée et al., 2012; Mallet et al., 2006; Mouillesseaux et al., 2016; Suzuki et al., 2008). Thus, better molecular understanding of the way crucial EC-associated signaling pathways are regulated during the post-angiogenic acquisition of vessel quiescence will yield better mechanistic insights into vascular function during health and disease.

The mechanisms of EC activation during health and disease have been studied in substantial detail on the expression level of individual genes or pathways as well as genome-wide, for example genome-wide screens of regulators of angiogenesis or inflammation (Cannon et al., 2013; del Toro et al., 2010; Massaro et al., 2015; Zhang et al., 2012). Yet, no unbiased genome-wide systems biological effort from in vivo isolated EC has been made so far to identify the transcriptomic signatures associated with the acquisition and maintenance of EC quiescence. DNA methylation acts in concert with other epigenetic marks in defining chromatin states which create gene active and silenced compartments in the genome (Jones, 2012; Soshnev et al., 2016). Moreover, considering the increasingly recognized important roles of epigenetic alterations in the control of cellular differentiation processes (Boland et al., 2014; Cabezas-Wallscheid et al., 2014; Lipka et al., 2014), crucial molecular mediators of vessel maturation and EC quiescence may also be regulated by epigenetic mechanisms, which in EC have similarly not been studied in an unbiased genome-wide approach. The present study consequently aimed at obtaining and comparing transcriptomic and epigenomic signatures of EC from infant and young adult mice in order to identify most prominently regulated signaling pathways of vascular quiescence.

## Results

### Endothelial transcriptomic changes during acquisition of vascular quiescence

To identify factors and pathways regulated during acquisition of endothelial cell (EC) quiescence in an unbiased genome-wide manner, RNA-seq from freshly FACS-sorted lung EC isolated from infant (p8-p10) and adult mice (8–12 weeks) was performed (Figure 1A and Figure 1—figure supplement 1A). The purity of cell sorting was controlled by the validation of marker gene expression (Figure 1—figure supplement 1B). The phenotypic shift in marker expression (CD31/PECAM1 and CD34) between infant and young adult EC reflected the size of the corresponding EC (Figure 1—figure supplement 1C). EdU incorporation assays verified the almost complete arrest of cell proliferation in adult EC (Figure 1B and Figure 1—figure supplement 1D). Comparative transcriptome analysis identified 2,216 differentially expressed genes with pronounced regulation of genes mediating the induction of immune mechanisms, metabolism and phagosome pathways as well as the repression of genes controlling cell cycle, developmental angiogenesis, extracellular matrix interactions and cell contraction (Reactome-based analysis) (Figure 1C). To gain further insight into the mechanisms of EC quiescence, the protein interaction network (interactome) of the differentially regulated genes was generated (Figure 1—figure supplement 2A). The analysis of this interactome led to the identification of several pathways presumably relevant during the acquisition of EC quiescence (Figure 1—source data 1). Importantly, it resulted in further specification of immune system regulation, as JAK-STAT signaling was most significantly enriched (p=5.7×10^-11^) in an EC quiescence network with most factors being induced, putatively mediating the repression of the pro-angiogenic growth factors *Fgf7* and *Fgf10* (Figure 1—figure supplement 2B and Figure 1—source data 1). Further network clustering identified densely connected protein communities within the interactome (Figure 1—figure supplement 2C). Functional annotation of the genes within each cluster revealed unique (SEMA, TGFB and ERBB signaling) enriched biological functions compared to Reactome-based analysis. Altogether, interactome analysis confirmed and extended the functional annotation of the genes differentially regulated during acquisition of EC quiescence.

**Figure 1.**
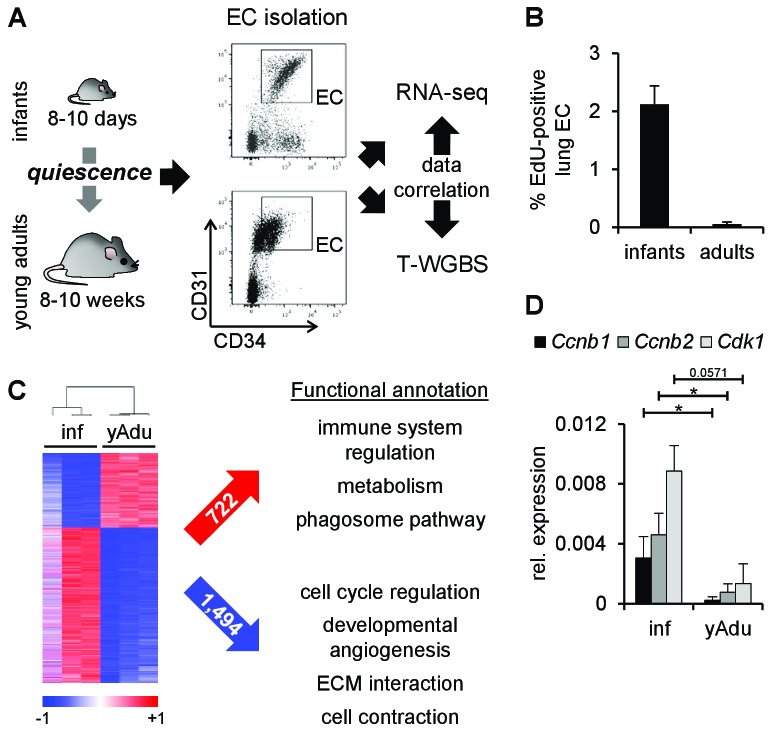
Transcriptomic changes of endothelial cells during acquisition of quiescence. (**A**) Scheme depicting the workflow of lung EC isolation by FACS from infant (inf) and young adult (yAdu) mice followed by transcriptome profiling by RNA-sequencing and DNA methylome analysis by tagmentation-based WGBS (T-WGBS). Shown are representative FACS profiles for the two different endothelial cell populations. (**B**) Analysis of lung EC proliferation *in vivo* by EdU assay. EdU was injected i.p. and lung EC were analyzed by FACS 17 hr later. n = 3; mean ± SD. (**C**) Hierarchical clustering of differentially expressed genes and functional annotation by Reactome overlap analysis of the 722 induced and 1,494 repressed genes regulated during the acquisition of EC quiescence. (**D**) Validation of the differential expression of cell cycle genes in infant and young adult lung EC using qPCR. n ≥ 3; mean ± SD; *p<0.05; Mann-Whitney Test. 10.7554/eLife.34423.006Figure 1—source data 1.Functionally enriched KEGG pathways Identified for (**i**) seeds in the EC maturation network, (ii) proteins in the EC maturation network as well as (iii) for all 3223 seeds.For each pathway the adjusted p‐value and the number of proteins, that is, count, are specified. 10.7554/eLife.34423.007Figure 1—source data 2.Cell cycle genes regulated in EC during the transition to a quiescent state.The highlighted genes were selected for validation by qPCR (see Figure 1D and Figure 1 – figure supplement 1E).

**Figure 1—figure supplement 1.**
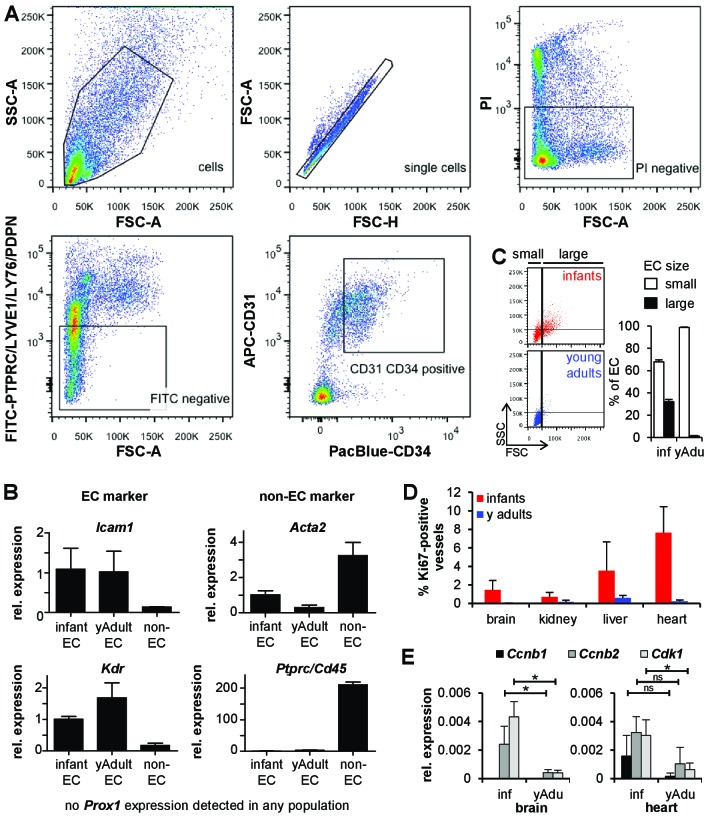
Characterization of endothelial cell populations. (**A**) Sorting strategy for lung EC isolation. PTPRC^‐^LYVE1^‐^LY76^‐^PDPN^‐^PI^‐^CD31^+^CD34^+^ cells were used for transcriptome and methylome analysis. Propidium iodide (PI) was used to discriminate between live (PI^‐^) and dead (PI^+^) cells. (**B**) Validation of the sorted EC populations by marker gene expression analysis using qPCR. n = 3; mean ± SD. (**C**) Size analysis of EC populations (CD31^+^CD34^+^) isolated from infant and young adult mice. (**D**) Analysis of EC proliferation from brain, kidney, liver and heart by Ki67 and Cd31 co-staining. n ≥ 5; mean ± SD. (**E**) Validation of the differential expression of cell cycle genes in infant and young adult brain and heart EC using qPCR. n ≥ 3; mean ± SD; *p<0.05; Mann-Whitney Test.

**Figure 1—figure supplement 2.**
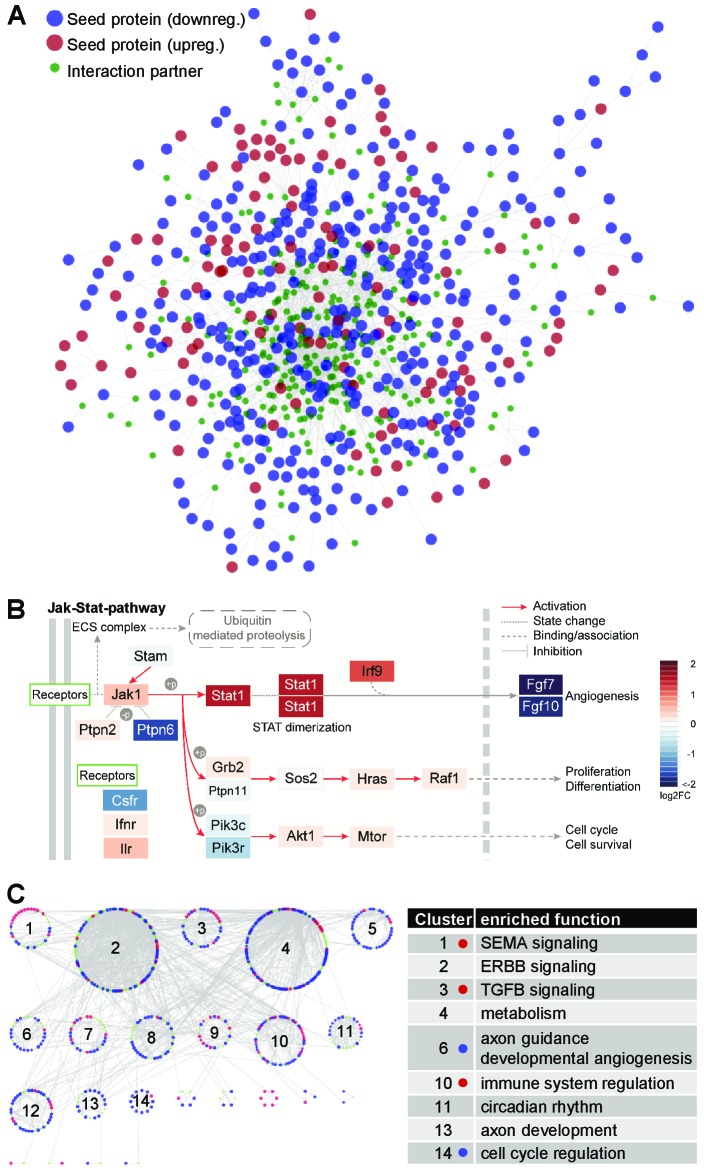
The quiescence-dependent interactome of lung EC. (**A**) The EC quiescence interactome. EC quiescence-specific network generated from differentially regulated ‘seed’ genes (p<0.05). By means of the DIAMOnD algorithm (Ghiassian et al., 2015), a network was created starting from this set of proteins by integrating related proteins based on their topological relevance. The final network contained 745 proteins and 1661 interactions, including 484 seed gene products (57.3%). Seeds are shown as big circles (red and blue indicating up and down regulation, respectively), while candidate maturation-related proteins are shown as small green circles. (**B**) Functional enrichment analysis of the EC quiescence interactome led to the identification of JAK-STAT signaling being highly enriched (p=5.7×10-11). Shown by color-code is the quiescence-dependent gene regulation of individual JAK-STAT pathway members (red, upregulated; blue, downregulated). (**C**) Clustering of the quiescence-dependent interactome identified densely connected gene communities (left). Functional enrichment analysis associated the clusters with biological meaning (right). Color-code as in (**A**). Dots in table indicate significant overrepresentation of up- (red) or down- (blue) regulated seed proteins.

In line with the EdU assays, prominent regulators of cell cycle arrest were validated to be down-regulated during acquisition of EC quiescence in lung EC (Figure 1D and Figure 1—source data 2) as well as in brain and heart EC (Figure 1—figure supplement 1E). Altogether, these data suggest that the comparison of the transcriptomic profile of infant and adult EC displayed valid quiescence-dependent changes.

### TGFß family signaling is inhibited in quiescent EC

Corresponding to the arrest of EC proliferation, the transcriptomic screen identified distinct changes of angiogenic molecule expression. Sixteen pro-angiogenic molecules were down-regulated and eight anti-angiogenic molecules were up-regulated during acquisition of vascular quiescence (Figure 2A). This involved the downregulation of angiogenic signal transducing cell surface receptors (*Tgfbr2, Bmpr1, Notch3* and *Fgfr1*) as well as the upregulation of quiescence signal transducing receptors, most notably *Cd36* and the angiopoietin receptor *Tek* (encoding for Tie2 protein), probably the functionally best characterized maturation receptor of EC (Augustin et al., 2009). Several autocrine and paracrine acting secreted angiogenic molecules were identified as differentially expressed: up-regulation of the semaphorins *Sema3C* and *Sema3G* as well as thrombomodulin (*Thbd*) and downregulation of *Fgf7*, *Fgf10*, placental growth factor (*Pgf*) and *Wnt5a*. Comparative quantitative PCR (qPCR) of selected candidate molecules validated gene expression changes identified by RNA-seq confirming the high robustness of the sequencing data (Figure 2B and Figure 2—figure supplement 1A).

**Figure 2.**
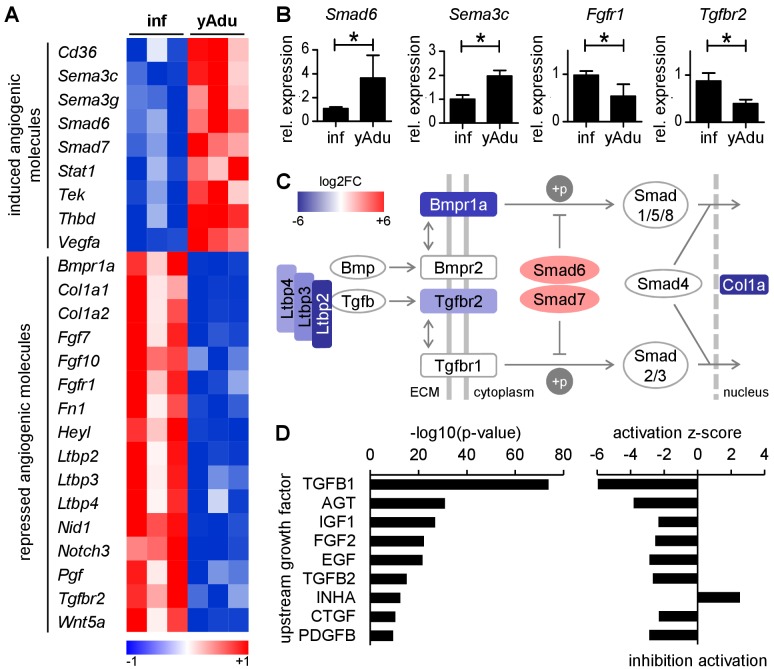
TGFß family signaling is inhibited in quiescent EC. (**A**) Heatmap depicting the expression of anti- and pro-angiogenic molecules during the acquisition of vascular quiescence. Depicted are significantly regulated genes (p<0.05) that are differentially expressed by at least 1.75 fold. (**B**) Validation of the expression pattern of anti- and pro-angiogenic molecules in lung EC by qPCR in independent biological samples. n ≥ 3; mean ±SD; *p<0.05; Mann-Whitney Test. (**C**) Schematic representation of the regulation of TGFβ family signaling molecules during acquisition of vascular quiescence emphasizing the overall inhibition of this pathway. Shown by color-code is the gene regulation of individual TGFβ family pathway members (red, upregulated; blue, downregulated; log2FC: log2 fold change). Ltbp: latent TGF-beta binding protein; Bmpr1a: Bone Morphogenetic Protein Receptor Type 1A/Alk3; Bmpr2: Bone Morphogenetic Protein Receptor Type 2; Tgfbr2: Transforming Growth Factor Beta Receptor 2; Tgfbr1: Transforming Growth Factor Beta Receptor 1/Alk5; Smad6 and Smad7: inhibitory SMADs; Smad1/5/8 and Smad2/3: receptor-regulated SMADs; Smad4: Co-SMAD; Col1a: TGFß target gene Collagen type I alpha. (**D**) Upstream growth factor analysis with activation state prediction of all differentially expressed genes during transition to EC quiescence. Depicted are the transformed (-log10) p-value and the predicted activation state (z-score) of the upstream growth factor according to Ingenuity Pathway Analysis. See methods section for further details. The following figure supplements are available for Figure 2.

**Figure 2—figure supplement 1.**
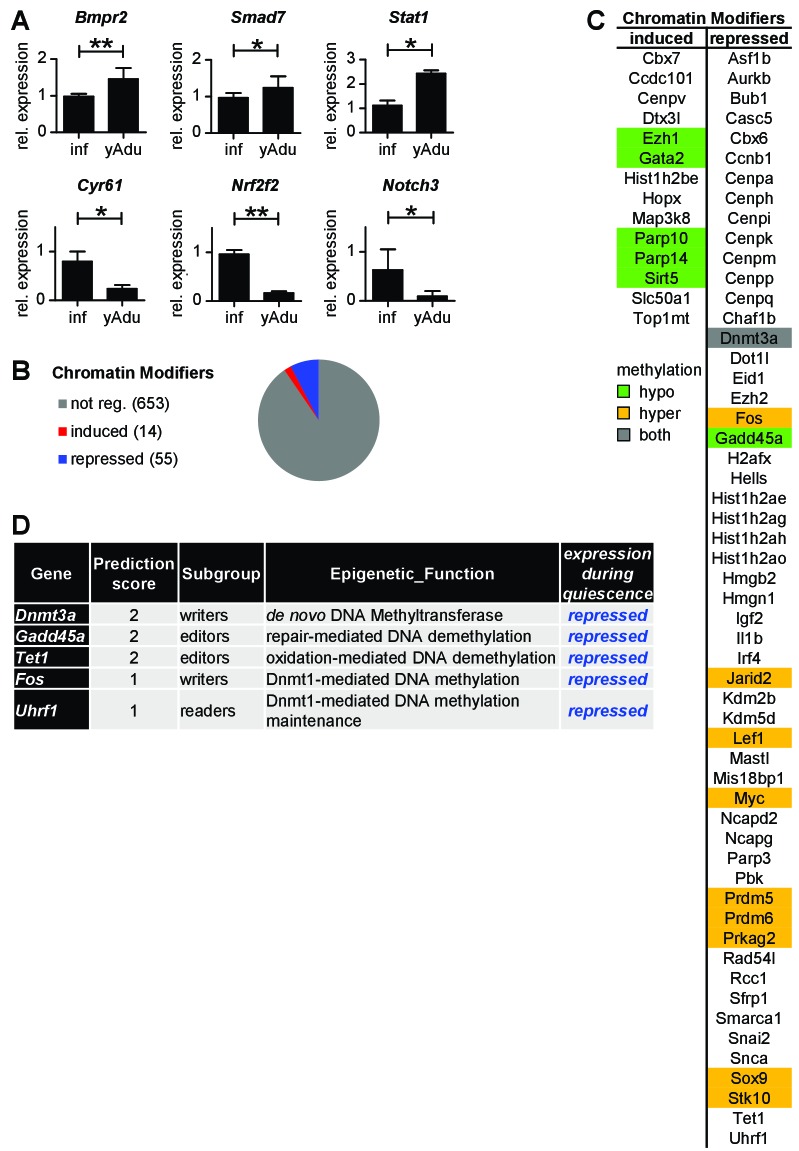
Analysis of vascular quiescence-dependent gene expression. (**A**) Validation of the expression pattern of anti- and pro-angiogenic molecules in lung EC by qPCR in independent biological samples. n ≥ 3; mean ±SD; *p<0.05; Mann-Whitney Test. (**B**) Quiescence-dependent expression analysis of chromatin modifying enzymes. (**C**) Differentially expressed chromatin modifiers as identified by RNA-seq analysis. (**D**) Quiescence-dependent expression analysis of chromatin modifying enzymes with focus on DNA methylation modifiers.

Among these angiogenesis-regulating molecules, the TGFβ pathway was identified as the most concordantly downregulated signaling pathway with repression of matrix-associated latent TGFβ-binding proteins (*Ltbp2*, *Ltbp3*, *Ltbp4*) and receptors (*Tgfbr2*, *Bmpr1*) as well as upregulation of the inhibitory Smads, *Smad6* and *Smad7* (Figure 2C). Correspondingly, upstream analysis of the complete set of differentially expressed genes including activation state prediction of the corresponding upstream regulator revealed TGFß1 as the most significantly inhibited growth factor (Figure 2D). Collectively, the data uncovered complex transcriptional changes of angiogenic molecules governing EC quiescence. They highlight a series of pathways that have all been associated with EC activation, most notably the TGFβ pathway.

### Vascular quiescence is accompanied by a prominent loss of DNA methylation at intronic enhancer regions

To assess the impact of epigenetic remodeling in the vascular system during acquisition of vascular quiescence, we analyzed the expression of chromatin modifying enzymes (CME) (Plass et al., 2013). About 10% of CMEs were differentially expressed with the majority being repressed in adult EC (Figure 2—figure supplement 1B and C), including the *de novo* DNA methyltransferase *Dnmt3a* and four additional DNA methylation modifiers (*Gadd45a*, *Tet1*, *Fos*, *Uhrf1*) (Figure 2—figure supplement 1D). This suggested that the patterns of DNA methylation were more dynamic in infant compared to adult EC. It is now accepted that the DNA methylome gives a precise picture of the epigenetic state, defining active and inactive regions within genomes (Cabezas-Wallscheid et al., 2014; Jones, 2012; Lipka et al., 2014; Soshnev et al., 2016). Consequently, tagmentation-based whole genome bisulfite sequencing (T-WGBS) of biological triplicates of infant and young adult EC samples enabled the identification of quiescence-dependent DNA methylation changes at single CpG nucleotide resolution (Figure 1A and Figure 3—figure supplement 1A). 

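In T-WGBS, a transposase cuts genomic DNA and attaches the sequencing adaptors in the same step, and bisulfite then converts unmethylated cytosines, so that the share of unconverted calls at a CpG gives its methylation. Sorted lung EC of 3 infant samples (8 to 10 days old) and 3 young adult samples (8 to 12 weeks old) were compared. The paper gives a genome coverage of 7.8-, 7.9- and 7.9-fold for the infant samples and of 7.0-, 7.3- and 8.2-fold for the young adult samples. The authors aligned the reads to mm10, removed duplicates and called methylation without smoothing. They kept CpGs with at least 8-fold coverage in at least 2 of the 3 samples of a group. A region was listed where at least 3 consecutive CpGs each differed at p under 0.05 by t-test and the group means differed by at least 10%. The values analysed here are the authors' list of these regions, with the mean methylation of each group as a fraction, shown as percent. No values per sample were analysed here, so no difference between the age groups could be set against the spread between replicates, and the coverage behind a region's mean is unknown. Every test below is therefore a test across regions of the genome, not across mice. Intervals are 95% Wilson intervals and 95% intervals from 1,000 resamples of 5 Mb genome blocks, and both cover the number of regions only. To show what the position of CpGs alone gives, each region was placed at random 100 times on its own chromosome, with the same width and at least 3 CpGs. Each p from such placements, and from random gene lists or shuffled directions, is from a permutation test. A two-sided p from the placements cannot go below 0.0198. The coverage filter could not be applied to the placements.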

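MassARRAY measures the methylation of bisulfite-treated DNA in a PCR amplicon by mass spectrometry. The MassARRAY values themselves were not analysed here. The mm10 coordinates of the 22 amplicons in Supplementary file 1 were compared with the regions that the authors listed from T-WGBS. Of the amplicons, 22 of 22 overlapped at least 1 region. The paper describes the amplicons as regions found by T-WGBS, so this overlap follows from their choice. When the overlap had to reach 50% of the region, 17 amplicons remained. The overlapped regions lost methylation from infant to young adult EC in 16 amplicons, in *Ankrd33b*, *Bmpr2*, *Cd47*, *Cyth3*, *Ece1*, *Foxo3*, *Foxp1*, *Irf1*, *Itga1*, *Plxna1*, *Prickle2*, *Sema3c*, *Sema6a*, *Smad6* (2 amplicons) and *Smad7*. They gained methylation in 6 amplicons, at *Cdkn2b*, *Cyr61*, *Dnmt3a*, *Hoxb2*, *Kitl* and *Nr2f2*. The median difference was -43.9 percentage points at the losses and 33.5 at the gains. The largest loss lay in intron 1 of *Ankrd33b* (chromosome 15, 31359788 to 31360092, 6 CpGs), where the group mean was 81.1% in infant and 25.3% in young adult EC. The largest gain lay in an exon of *Cdkn2b* (chromosome 4, 89306437 to 89307213, 24 CpGs), with 11.6% in infant and 56.6% in young adult EC. With 1 overlapped region counted per amplicon (the first where there were 2) and placed by its midpoint, 13 were intronic, 7 exonic, 1 at a promoter and 1 intergenic.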

T-WGBS data were highly reproducible in MassARRAY using independent biological replicates (Figure 3—figure supplement 1B and C). Bioinformatic analysis revealed a significant increase of CpGs with >80% methylation level in adult EC compared to infant EC (p=6.87×10^−6^) demonstrating a global increase in CpG methylation during the transition to vascular quiescence (Figure 3A). In total, DNA methylation changes resulted in more than 1.4M differentially methylated CpGs (DMCs). 

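Counted on the mm10 reference, the listed regions of at least 3 consecutive CpGs (DMRs) held 68,439 CpGs. Of these CpGs, 47,210 (69%) lay in gene bodies, compared with 47.7% of the 21,353,092 CpGs of the reference, an odds ratio of 2.45. CpGs of one region are not independent, so no p was computed from them. Counted as regions, 66.4% (95% Wilson interval 65.7 to 67.1) had their midpoint in a gene body. Random placement gave 52.7% (51.6 to 53.5 over the 100 placements), an odds ratio of 1.77 (two-sided permutation p = 0.0198, the smallest these placements allow). The excess came from the regions that lost methylation from infant to young adult EC. In gene bodies lay 83.1% of them, against 52.9% after placement. Of the regions that gained methylation, 52.2% lay in gene bodies, against 52.5% after placement, a difference within the range of the placements (permutation p = 0.53).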

Retaining only the consecutive DMCs (68,184) with a 10% methylation difference showed a significant intragenic enrichment (Figure 3—figure supplement 1D). These DMCs gave rise to 18,333 differentially methylated regions (DMRs) (Figure 3B). 

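The list held 18,333 DMRs, 18,168 of them on the autosomes and 165 on the X chromosome, and none overlapped another. Every DMR began and ended at a CpG of the reference. The median width was 126 bp, and the widest DMR measured 2,139 bp. A DMR contained 3.73 CpGs on average and 30 at most, and 12,197 DMRs (66.5%) contained 3 CpGs, the smallest number the DMR model allowed. Loss of methylation DMRs were longer in CpGs than gain of methylation DMRs, with a mean of 4.17 against 3.37 CpGs. Exactly 3 CpGs were found in 52.5% of loss and 78.5% of gain DMRs. Joining DMRs of the same direction that were at most 500 bp apart left 16,589 regions.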

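From infant to young adult EC, 8,422 DMRs lost and 9,911 DMRs gained methylation. The median size of the difference between the group means was 32.5 percentage points among loss DMRs (quartiles 26.6 and 38.4) and 20.4 among gain DMRs (quartiles 16.0 and 26.1). The medians differed by 12.0 percentage points (95% interval 11.6 to 12.4 from resampled genome blocks). This gap moved most when only DMRs with a difference of at least 20% were kept, to 7.40 percentage points. Sizes of 20 to 60 percentage points were found in 92.2% of loss DMRs, and sizes of 10 to 40 in 99.0% of gain DMRs. Median methylation fell from 61.5% in infant to 25.4% in young adult EC in loss DMRs and rose from 54.8% to 78.1% in gain DMRs. The young adult mean was above 80% in 46.3% of gain DMRs and below 20% in 38.1% of loss DMRs. The largest loss was found in an intergenic DMR of 4 CpGs on chromosome 4 (133918542 to 133918690), whose mean was 82.8% in infant and 3.92% in young adult EC. The nearest TSS was that of *Rps6ka1*. The largest gain was found in an intronic DMR of 4 CpGs on chromosome 14 (79135589 to 79135617), from 17.6% to 82.2%. The 5 largest losses ranged from -78.9 to -70.2 percentage points and the 5 largest gains from 49.7 to 64.7.

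**Figure D1:**
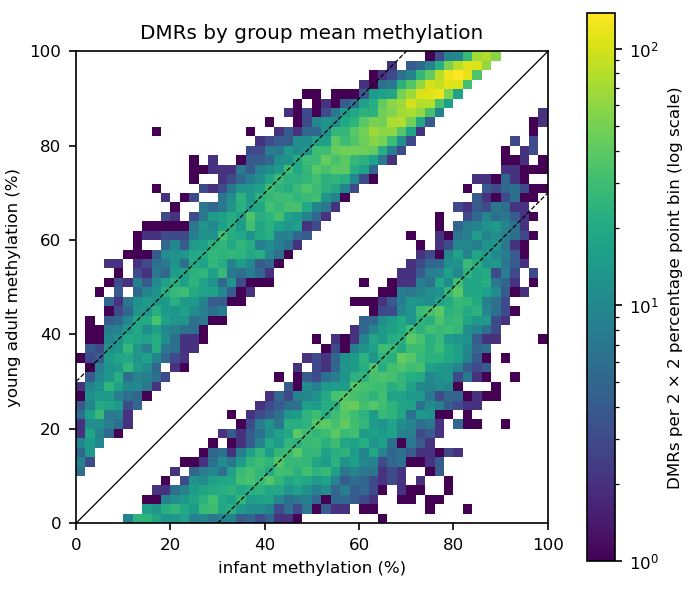
Mean methylation of the 18,333 DMRs in infant (x axis) and young adult EC (y axis), in percent. Color gives the number of DMRs per bin on a log scale, the solid line marks equal methylation, and the dashed lines mark differences of 30 percentage points. Points below the solid line lost methylation, and the densest bins lie among gain DMRs with young adult methylation above 80%.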

The distribution of methylation differences among the DMRs demonstrated a more prominent loss (20–60% methylation difference between infants and young adult) than gain of methylation (10–40% methylation difference) (Figure 3C). Applying a threshold of 10% methylation difference, young adults acquired a gain of methylation in 54% of DMRs and a loss of methylation in 46% of DMRs during acquisition of quiescence (20% gain and 80% loss, respectively, when applying 30% as threshold) (Figure 3B). Both, loss and gain of methylation DMRs were depleted on transcription start sites (TSS), but enriched up- and downstream (10–100 kb distant) from the TSS (Figure 3D). 

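Among all DMRs, 45.9% lost methylation (95% Wilson interval 45.2 to 46.7, or 43.7 to 48.1 from resampled genome blocks) and 54.1% gained methylation. Of the 6,438 DMRs with a difference of at least 30%, 5,152 lost methylation, which is 80.0% (Wilson 79.0 to 81.0, blocks 77.9 to 82.0). The direction that prevailed changed between these thresholds. At a difference of at least 20% the loss share was 60.1% of 13,004 DMRs, and at 40% it was 94.6% of 1,810 DMRs. The loss share also depended on the number of CpGs, and reached 74.6% among the 2,887 DMRs with at least 5 CpGs. On the autosomes alone it was 46.3%.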

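DMR midpoints were assigned to the nearest TSS of the RefSeq annotation. Within 1 kb of a TSS lay 768 DMRs (4.19%, Wilson 3.91 to 4.49), compared with 12.4% (11.8 to 13) after random placement, an odds ratio of 0.31 (two-sided permutation p = 0.0198). The share was 3.31% for loss and 4.93% for gain DMRs. This depletion depended on how the random regions were drawn. Placement without a minimum of CpGs put 2.23% of the regions within 1 kb of a TSS, which reversed the odds ratio to 1.92. Placement outside CpG islands gave 3.22% and an odds ratio of 1.31. At 10 to 100 kb downstream of the TSS lay 40.6% of loss DMRs, against 28.4% after placement, and 29.9% of gain DMRs, against 28.2%. At 10 to 100 kb upstream, gain DMRs were more frequent than after placement (22.1% against 19.7%), whereas loss DMRs were less frequent (15.1% against 19.7%). Loss DMRs were furthest above placement at 1 to 10 kb downstream, with 27.0% against 11.2%. Each of these differences at more than 1 kb lay outside the range of the 100 placements (adjusted permutation p = 0.0226, Benjamini-Hochberg over 16 tests of 8 distances in both directions). The distances beyond 1 kb were compared only with the main placement, of at least 3 CpGs. The small differences of gain DMRs there may therefore depend on the placement too.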

There was an overall significant enrichment of DMRs in introns (OR 2.65, p<0.0001), most prominent in intron 1–3 of a given gene (Figure 3E and Figure 3—figure supplement 1E). 

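By their midpoints, 10,650 DMRs (58.1%, Wilson 57.4 to 58.8) lay in introns, against 39.1% (38 to 39.8) of randomly placed regions, an odds ratio of 2.16 (two-sided permutation p = 0.0198). The odds ratio moved most, to 3.20, for DMRs with at least 5 CpGs, and it was lowest, at 1.84, against placement outside CpG islands. It was 4.56 for loss DMRs and 1.23 for gain DMRs, each outside the range of the main placements. Placement of all DMRs outside CpG islands put 43.0% in introns, close to the 43.8% of gain DMRs. That placement was not compared by direction, so the small gain excess may depend on the placement. Among intronic DMRs, 46.0% of loss (Wilson 44.8 to 47.2) and 35.0% of gain DMRs (33.6 to 36.4) lay in intron 1, compared with 31% and 31.3% after placement. Intron 2 held 20.0% of loss and 17.5% of gain DMRs, against 15.8% after placement of either, and the share of gain DMRs lay within the range of the placements (14.5 to 17.7). In intron 3, the shares of 9.65% and 10.3% did not leave that range either. Introns 1 to 3 together held 75.6% of intronic loss DMRs and 62.7% of intronic gain DMRs, against 56.9% and 57.2%.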

Notably, hypomethylated DMRs were overrepresented in introns and underrepresented in intergenic regions (Figure 3—figure supplement 1F). 

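Introns held 74.9% of the loss DMRs (Wilson 74 to 75.8) and 43.8% of the gain DMRs (42.8 to 44.8). The odds ratio of loss against gain was 3.83 (95% interval 3.60 to 4.08, Fisher's exact test, two-sided). DMRs in one gene are not independent, and keeping a single DMR of each run of DMRs at most 10 kb apart lowered the odds ratio to 3.07 (2.83 to 3.34). Intergenic regions held 15.6% of the loss and 45.5% of the gain DMRs, with an odds ratio of 0.22 (0.21 to 0.24). After random placement, the intergenic shares were 42.8% and 43.1%. Gain DMRs were therefore slightly above placement in intergenic regions (adjusted permutation p = 0.0248 over 10 tests) and loss DMRs far below it. The gain share was 42.5% at a difference of at least 20% and 36.6% with at least 5 CpGs. Under the other alternatives run it lay between 45.0% and 49.8%. No placement by direction was compared under these settings, so the slight gain excess may depend on them. Exons held 6.73% of either kind (odds ratio 1.00, 0.89 to 1.12), and promoters held 1.6% of loss and 2.54% of gain DMRs (odds ratio 0.62, 0.51 to 0.77). The shares at the TTS, 1.2% and 1.44%, could not be told apart (Fisher's exact test, two-sided, p = 0.16).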

Overlap of the DMRs with lung-identified genomic regulatory features (Shen et al., 2012; Yue et al., 2014) further specified the DMRs to coincide with putative enhancer regions (H3K4me1 positive regions, enhancer-promoter units [EPU], DNase hypersensitive regions) but not with transcription start sites (CpG islands, TSS defined by FANTOM consortium, H3K4me3 positive regions) (Figure 3F). This could be visualized in an exemplary way in genome browser views depicting CpG islands and putative enhancer regions together with the identified DMRs (Figure 3G and Figure 4E). 

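Of the regulatory features in Figure 3F, only CpG islands were examined, because they can be computed from the mm10 sequence. The lung tracks of H3K4me1, H3K4me3, DNase hypersensitivity and EPU were not used here. Islands of at least 200 bp, with a GC content of at least 50% and an observed-to-expected CpG ratio above 0.6, overlapped 7.69% of loss DMRs (Wilson 7.14 to 8.28) and 12.5% of gain DMRs (11.9 to 13.2). Random placement with at least 3 CpGs gave 25.7% and 26.9%. Regions required to hold 3 CpGs fall on islands readily, and no other placement was compared for islands. How far DMRs are depleted in islands may therefore depend on the placement. The odds ratio of loss against gain was 0.58 (0.53 to 0.64, Fisher's exact test, two-sided, p = 2.9e-27). Stricter islands of at least 500 bp, with a GC content of at least 55% and a ratio above 0.65, overlapped 0.70% of loss and 4.43% of gain DMRs, against 12.5% and 13.3% after placement. With these islands, the odds ratio of loss against gain was 0.15.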

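*Smad6* (NM_008542) lies on the minus strand of chromosome 9 from 63953076 to 64022059 and has 4 exons. Its DMRs spanned 63953497 to 64015301, with 58 in introns and 3 in exons. Intron 3 contained 50 of the intronic DMRs. The median methylation of all DMRs of *Smad6* was 69% in infant and 28.3% in young adult EC, and the differences ranged from -52.3 to -17.5 percentage points. *Smad7* (NM_001042660, plus strand, chromosome 18, 75367365 to 75395934) contained 22 intronic and 4 exonic DMRs between 75373080 and 75394919, with median methylation of 48.5% in infant and 11.0% in young adult EC. *Sema6a* (NM_001311097, minus strand, chromosome 18, 47245254 to 47368870) contained 44 intronic DMRs, 37 of them in intron 1, and 1 exonic DMR. Their median methylation was 72.7% in infant and 35.6% in young adult EC. No DMR of these genes lay at a promoter, and 7, 4 and 4 of them overlapped a CpG island of at least 200 bp. The DMR of *Smad6* drawn in detail in Figure 3G, identified by its position, covers 380 bp of intron 3 (chromosome 9, 63975117 to 63975496) at 46,753 bp from the TSS. Its group mean was 63.7% in infant and 16.1% in young adult EC. Its reference sequence contains 8 CpGs, has a GC content of 50.8% and reads, on the plus strand, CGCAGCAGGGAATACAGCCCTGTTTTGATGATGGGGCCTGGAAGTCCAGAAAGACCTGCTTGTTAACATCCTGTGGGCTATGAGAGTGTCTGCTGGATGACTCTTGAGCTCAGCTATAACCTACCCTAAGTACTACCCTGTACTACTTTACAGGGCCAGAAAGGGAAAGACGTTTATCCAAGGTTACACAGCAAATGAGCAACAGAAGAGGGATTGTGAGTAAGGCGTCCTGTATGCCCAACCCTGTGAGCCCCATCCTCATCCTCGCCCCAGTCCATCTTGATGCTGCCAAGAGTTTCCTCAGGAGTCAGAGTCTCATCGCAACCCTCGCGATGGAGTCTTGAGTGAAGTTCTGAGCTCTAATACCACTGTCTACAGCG.

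**Figure D2:**
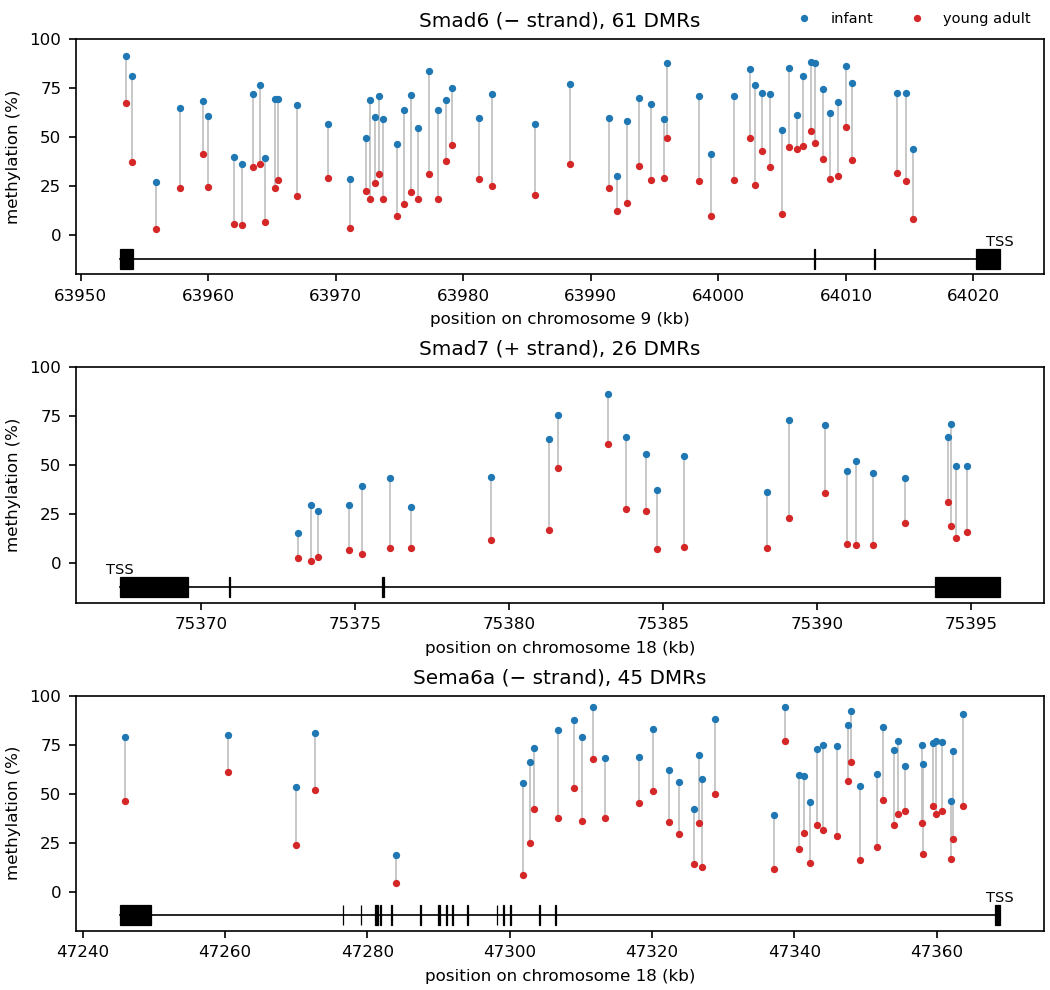
Methylation of the DMRs of *Smad6*, *Smad7* and *Sema6a*. Each pair of points is 1 DMR at its midpoint (x axis, mm10 position in kb), with mean methylation in percent (y axis) in infant (blue) and young adult EC (red). Black boxes are exons. The red point lies below the blue point in every DMR of these genes.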

Essentially, DNA methylation profiling suggested a prominent loss of methylation at intronic enhancers during acquisition of quiescence in lung EC.

**Figure 3.**
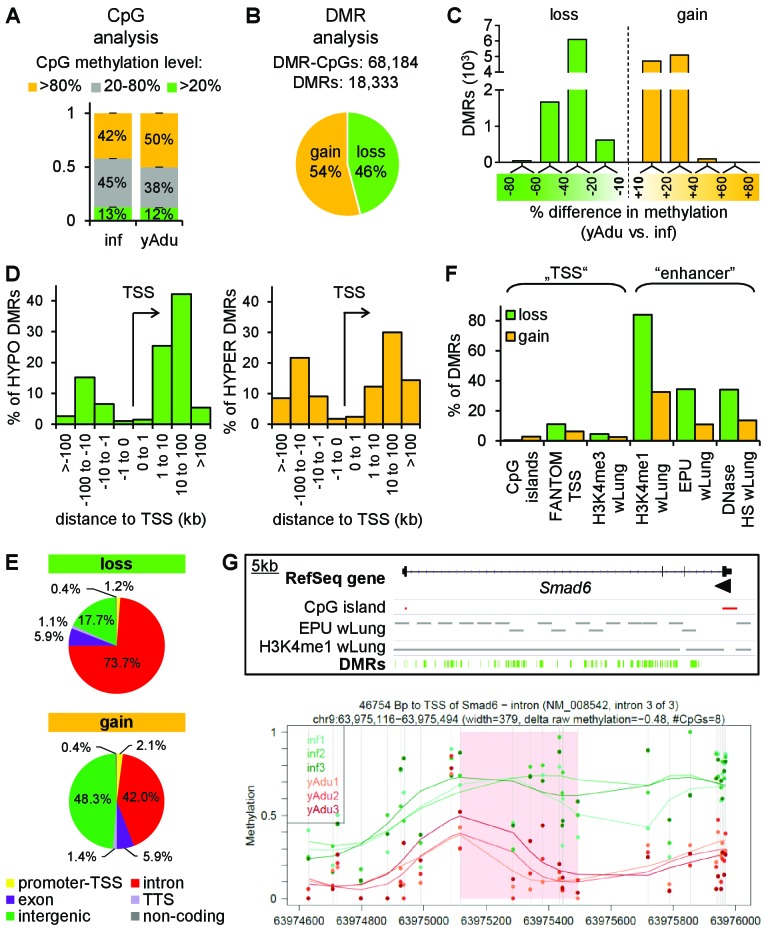
Vascular quiescence is accompanied by a prominent loss of DNA methylation at intronic enhancer regions. (**A, B**) Data of tagmentation-based WGBS of infant and young adult lung EC were analyzed on the level of single CpGs (**A**) and differentially methylated regions (DMRs) (**B**). (**C**) Distribution of the methylation difference (in %) of DMRs during the acquisition of EC quiescence. Depicted are all changes ≥ 10% between young adult and infant EC. (**D**) Localization of hypo- (left) and hyper- (right) methylated DMRs relative to the transcription start site (TSS) in kb. (**E**) Genomic location of the hypo- (top) and hyper- (bottom) methylated DMRs. TTS = transcription termination site. (**F**) Overlap analysis of DMRs with known regulatory DNA elements of the lung. wLung = whole lung tissue, EPU = enhancer promoter units, HS = hypersensitivity. (**G**) Top: Genome browser view of the *Smad6* gene locus. Green bars represent the DMRs showing significant loss of methylation during the acquisition of vascular quiescence. Arrowhead represents the transcription start site. Grey bars represent putative enhancer regions previously defined. Bottom: Detailed view of one representative DMR (transparent red) showing the raw (dots) and the smoothed (lines) methylation data of EC from three infant (green) and three young adult (red) mice. CpGs are represented by vertical lines. The following figure supplements are available for Figure 3.

**Figure 3—figure supplement 1.**
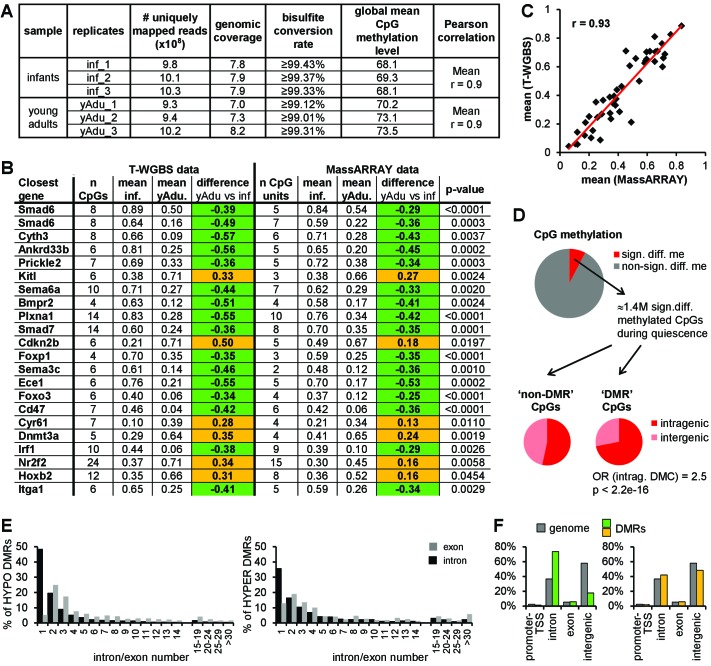
DNA methylation profiling of lung EC during transition to vascular quiescence. (**A**) Tagmentation-based WGBS data QC. (**B**) Validation of 22 DMRs identified by T-WGBS by MassARRAY. The difference in methylation is highlighted in green (loss of methylation during vessel maturation) or orange (gain of methylation during vessel maturation). (**C**) Correlation of mean methylation per region of T-WGBS and MassARRAY data. (**D**) Genomic distribution of differentially methylated CpGs external (’non-DMR’ CpGs) and within (‘DMR’ CpGs) DMRs. OR = odds ratio, Fisher's Exact Test. (**E**) Detailed analysis of intragenic DMRs concerning exon/intron location. (**F**) Distribution of the loss (green) and gain (yellow) of methylation DMRs compared to the genomic distribution.

### Clustered intragenic loss of methylation regulates TGFβ family and semaphorin signaling in quiescent endothelial cells

Methylome analysis identified strong DNA demethylation of putative intronic enhancer regions suggesting that DMRs may have regulatory potential on gene expression. As enhancer regions could influence the expression of distant genes, up to three nearby genes were assigned to the quiescence-dependent DMRs by applying the GREAT tool to identify genes likely affected by differential methylation (McLean et al., 2010). The same tool was also used to identify significantly enriched biological functions among the genes next to quiescence-dependent regulated DMRs. The functional annotation of genes next to hypomethylated DMRs revealed signaling pathways controlling vascular patterning (semaphorin interactions) and development/homeostasis (TGFβ family signaling) (Figure 4A). 

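The GREAT annotation and the Reactome gene sets were not used here. Instead, 81 genes of semaphorins, their plexin and neuropilin receptors and the TGFβ family were listed by symbol, and the loss DMRs in their gene bodies were counted. The list contained 294 loss DMRs. Among 10,000 random lists of as many genes matched on gene length, the mean was 43.3 (95% of lists between 13 and 99), a ratio of 6.79 (one-sided permutation p = 0.0001, the smallest these lists allow). The adjusted p was 0.0006 by Benjamini-Hochberg over 6 tests of 3 lists for loss and gain. The ratio fell most, to 2.39, when genes with at least 1 loss DMR were counted in place of DMRs, with 29 genes against 12.1. Both families were chosen from the paper's own results on these data, and the DMRs of several members, such as *Smad6*, *Smad7*, *Sema6a*, *Bmpr2* and *Plxna1*, were known from the paper when the list was drawn up. The p values therefore compare the list with random genes and are no independent test of the families. Without *Smad6*, *Smad7* and *Sema6a* the list contained 162 loss DMRs against 42.2, a ratio of 3.83. Gain DMRs were also more frequent in the 81 genes, with 70 against 34.6 (ratio 2.02, permutation p = 0.0026, adjusted p = 0.0078).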

Notably, 94% of the hypomethylated DMRs affecting genes of these pathways were located in intragenic regions with eight DMRs per gene on average (Figure 4—figure supplement 1A , left) resulting in DMR clustering (more than five DMRs per gene locus) in more than 36% of the affected genes (Figure 4B). 

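In the list of semaphorin and TGFβ family genes, 284 loss DMRs had their nearest TSS in a listed gene, and 264 of these (93.0%) lay in a gene body. Each affected gene contained 10.1 loss DMRs on average, and 15 of the 29 genes with a loss DMR contained more than 5. Counting DMRs of both directions, 47 genes of the list were affected and 17 of them (36.2%) contained more than 5 DMRs. In decreasing order of loss DMRs, the genes below *Smad6*, *Sema6a* and *Smad7* were *Bmpr2* with 20, *Smurf2* with 16, *Acvr1b* with 15, *Plxna1* with 14, *Sema7a* with 13, *Nrp1* with 11 and *Eng* with 10. In these 7 genes every DMR lost methylation. *Plxna4* contained 21 DMRs, but only 6 of them lost methylation.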

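Gain DMRs were spread over more genes than loss DMRs. At least 1 intragenic gain DMR was found in 2,978 genes and at least 1 intragenic loss DMR in 2,215 genes. An affected gene contained 1.80 gain DMRs or 3.23 loss DMRs on average. In 188 genes, 5 or more gain DMRs were found (6.31% of those with a gain DMR), and in 372 genes, 5 or more loss DMRs (16.8%). In the semaphorin and TGFβ family list, 121 gain DMRs had their nearest TSS in a listed gene, and 71 of these (58.7%) lay in a gene body. The affected genes of the list contained 2.92 gain DMRs on average.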

Contrary, 56% of the hypermethylated DMRs were located in intragenic regions with on average two DMRs per gene (only 5.3% of genes harbored five or more hypermethylated DMRs). Furthermore, genes in the vicinity of gain of methylation DMRs were annotated as endothelial fate control genes (NOTCH signaling) (Figure 4A and B, Figure 4—figure supplement 1A right). 

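A list of 32 NOTCH pathway genes, drawn up by symbol, contained 14 gain DMRs in gene bodies, against a mean of 9.63 in lists matched on gene length (ratio 1.45, one-sided permutation p = 0.19, adjusted p = 0.29). The excess was not distinguishable from chance in this test. The result depended on how DMRs were assigned to genes. With DMRs within 10 kb of the gene body included, the list contained 27 gain DMRs against 13.3 (ratio 2.04, permutation p = 0.0368, not adjusted). Counting genes with at least 1 gain DMR gave 5 genes against 5.11 (ratio 0.98, permutation p = 0.62). *Maml3* contained 6 gain and 6 loss DMRs, *Notch2* contained 5 gain DMRs, and *Dll1*, *Jag1* and *Maml2* contained 1 gain DMR each. Loss DMRs in the list numbered 27 against 11.9 (permutation p = 0.092, adjusted p = 0.18), with 6 in *Notch1* and 5 in *Dll4*.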

In summary, in line with transcriptome analysis, genes of TGFß family and semaphorin signaling were similarly affected by differential DNA methylation. Apart from the functional annotation of genes located in the vicinity of DMRs, these analyses revealed an overrepresentation of DMRs within certain gene loci. Notably, this clustering of DMRs was mostly restricted to loss of methylation DMRs. 

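Runs of more than 5 DMRs with gaps of at most 10 kb were counted without regard to genes. There were 256 such runs with 2,980 DMRs, and 87.0% of these DMRs lost methylation. Random placement gave a mean of 1.81 runs and at most 7 (one-sided permutation p = 0.0099, the smallest the placements allow). With gaps of at most 50 kb there were 669 runs, against a mean of 198.9 after placement, and 66.5% of their DMRs lost methylation. For DMRs with at least 5 CpGs there were 39, against a mean of 0. In gene bodies, more than 5 loss DMRs were found in 301 genes and more than 5 gain DMRs in 115 genes. Placement gave a mean of 15.9 genes (at most 27) for loss and of 22.1 genes (at most 35) for gain DMRs, so that clusters of either direction exceeded chance. Genes with more than 5 DMRs contained 59.0% of the intragenic loss DMRs and 25.1% of the intragenic gain DMRs.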

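The genes of Figure 4C, apart from *Smad6* and *Smad7*, were examined one by one in the DMR list. *Cd36* (chromosome 5, 17781690 to 17888959) contained 7 loss DMRs, 6 of them intronic. Its largest difference was -53.5 percentage points in intron 1 (17842255 to 17842345), from 67.9% in infant to 14.4% in young adult EC. *Sema3c* (chromosome 5, 17574816 to 17730268) contained 6 loss DMRs, 5 of them intronic, with a largest difference of -58.4 in intron 9 (17676874 to 17676903). These counts lay above the 3 and 4 DMRs that random placement gave at most. A single loss DMR was found in each of *Tek* (exonic, -32.0), *Vegfa* (intron 2, -30.4), *Nid1* (intron 1, -39.3) and *Tgfbr2* (intron 1, -35.4), within what placement gave. *Fgfr1* (chromosome 8, 25518759 to 25575718) contained 4 gain DMRs, all intronic, the largest with a gain of 43.2 percentage points. As placement put up to 5 DMRs in *Fgfr1*, this number did not exceed chance. *Pgf* (chromosome 12, 85166639 to 85177313) contained 4 gain DMRs of 16.3 to 26.3 percentage points, against at most 3 after placement. Merging DMRs at most 500 bp apart left 2. The placements counted in *Pgf* were not merged, so whether its excess outlasts merging stays open. The only DMR of *Ltbp3* (chromosome 19, 5756850 to 5756863, exonic) gained 28.6 percentage points.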

Correspondingly, DMR clustering was most obvious in induced angiogenic molecules (Figure 4C).

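DMRs were counted by their midpoints in each of 26,089 annotated genes, from the TSS to the end of the longest transcript span. Of the 4,602 genes with at least 1 DMR, 474 (10.3%) contained more than 5. Random placement gave a mean of 123.4 such genes (100 to 150 over the placements, one-sided permutation p = 0.0099). These genes contained 5,430 DMRs, which is 44.6% of the 12,175 intragenic DMRs. Of the DMRs in these genes, 76.1% lost methylation (Wilson 74.9 to 77.2, blocks 72.6 to 79.4), compared with 42.5% of the 6,745 DMRs in genes with 5 or fewer (odds ratio 4.31, 3.98 to 4.66, Fisher's exact test, two-sided). DMRs in one gene are not independent, so the interval of this odds ratio is too narrow. The number of genes moved most, to 67, when DMRs with fewer than 5 CpGs were left out. The median length of the 474 genes was 129,487 bp, against 53,536 bp for all genes with a DMR.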

The ranking of all genes according to the number of intragenic DMRs further demonstrated that (i) 10% (446) of the affected genes contained more than five intragenic DMRs corresponding to 44% (5,180) of all intragenic DMRs and (ii) 68% of the clustered DMRs showed loss of methylation (Figure 4D, bottom). This analysis highlighted the existence of large intragenic DMR clusters that undergo concerted differential DNA methylation in about 450 genes during transition to endothelial cell quiescence. Furthermore, enrichment analysis among this ranked list of genes confirmed that DMR clusters were overrepresented in genes of TGFβ and semaphorin signaling, particularly in *Smad6*, *Smad7* and *Sema6a* with up to 61 DMRs in one gene (Figures 3G 4D, top, and 4E).

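The genes with more than 5 DMRs were mostly of a single direction, with loss DMRs only in 229 of the 474 genes and gain DMRs only in 59. Loss DMRs prevailed in 317 genes and gain DMRs in 140, and both were equal in 17. Of 6,703 pairs of neighbouring DMRs at most 10 kb apart, 90.7% had the same direction. Shuffling the directions among the DMRs of each chromosome gave 50.8% (10,000 shuffles, one-sided permutation p = 0.0001, the smallest they allow). The share was 83.0% for pairs up to 50 kb apart (50.9% after shuffling) and 98.6% for DMRs with at least 5 CpGs (64.6% after shuffling). Of the runs of more than 5 DMRs, 188 contained loss DMRs only, 32 gain DMRs only and 36 both. More than 20 DMRs were found in 44 genes, against a mean of 0.17 and at most 3 genes after random placement. The paper reasons from the number of DMRs per gene and from the prevalence of loss among clustered DMRs, and concludes that large intragenic clusters undergo concerted methylation changes as EC become quiescent.

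**Figure D3:**
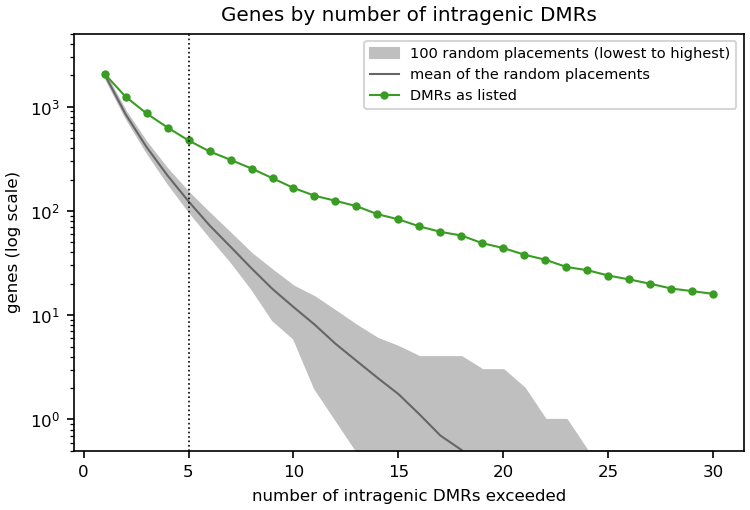
Number of genes (y axis, log scale) that contain more than a given number of intragenic DMRs (x axis). The green points are the DMRs as listed, the grey line is the mean of 100 random placements and the grey band reaches from the lowest to the highest placement, with values below the axis not drawn. The dotted line marks more than 5 DMRs, where 474 genes compare with 100 to 150 after placement.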

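*Smad6* contained 61 DMRs, *Sema6a* 45 and *Smad7* 26, and every one of them lost methylation. Random placement gave means of 1.53, 2.17 and 1.07 DMRs in these genes, and at most 5, 6 and 7. Joining DMRs of the same direction at most 500 bp apart left 24 regions in *Smad6*, 34 in *Sema6a* and 13 in *Smad7*, still above the placements. The median gap between neighbouring DMRs was 365.5 bp in *Smad6*, 499 bp in *Smad7* and 1,137 bp in *Sema6a*. Among other genes of Figure 4D, *Arhgef12* contained 24 DMRs, *Sptbn1* 17 and *Dpysl2* 14.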

**Figure 4.**
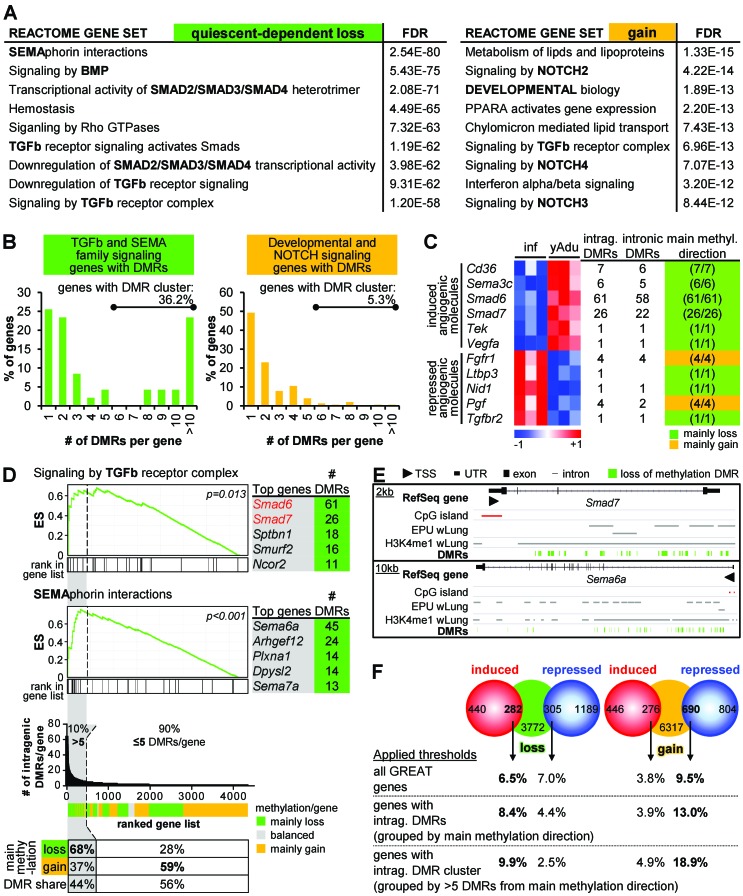
Clustering of loss of methylation DMRs in genes of TGFβ and semaphorin signaling. (**A**) Functional annotation of genes next to loss of methylation DMRs by the GREAT tool. Listed are the top Reactome gene sets according to the FDR value (sorted in ascending order). (**B**) Distribution of DMR number/gene (with percentage of genes containing DMR clusters). (**C**) Characteristics of differentially expressed angiogenic molecules during vascular quiescence that were also differentially methylated (see Figure 2A). (**D**) Ranking of genes according to the number of intragenic DMRs. The subset of genes containing >5 DMRs (=DMR cluster) is highlighted in grey. Top: Enrichment analysis of the ranked list of genes demonstrated an overrepresentation of semaphorin and TGFβ signaling genes among the genes containing DMR cluster. Red genes: expression significantly induced >1.75 fold, p<0.05. ES = enrichment score. Bottom: Methylation direction and DMR distribution among genes with >5 or≤5 DMRs/gene, respectively. (**E**) Genome browser views of gene loci with large DMR clusters (*Smad7*, *Sema6a*). Putative enhancer regions are shown as grey bars (EPU = enhancer promoter units; wLung = whole lung tissue). (**F**) Direct correlation of significantly differentially expressed (red and blue circles) and methylated (green and orange circles) genes applying different thresholds to the number of DMRs per gene: no limitations, only genes with intragenic DMRs and only genes with DMR cluster. Numbers in circles represent the overlap without thresholding the number of DMRs. Percentages refer to the fraction of differentially methylated genes that overlap with differentially expressed genes. The following figure supplements are available for Figure 4.

**Figure 4—figure supplement 1.**
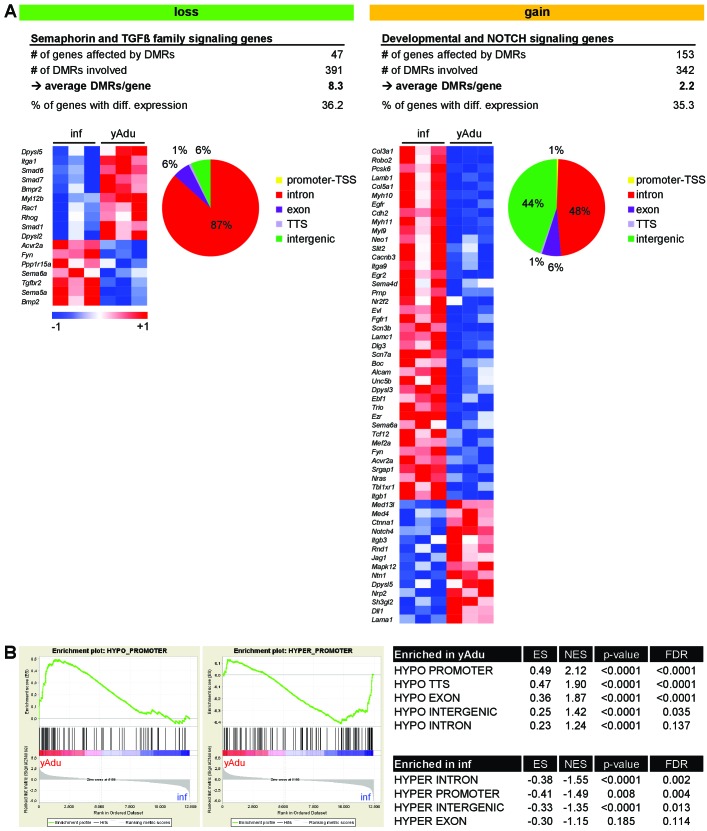
Correlation of gene expression and DNA methylation profiles of endothelial cell during the acquisition of quiescence. (**A**) Characterization of DMRs next to genes involved in semaphorin, TGFß family, NOTCH and developmental signaling: Heatmap of gene expression data and the genomic location of DMRs. (**B**) Gene set enrichment analysis (GSEA) with gene sets defined by DMR location and methylation direction. ES = enrichment score, NES = normalized enrichment score, FDR = false discovery rate.

The correlation of quiescence-related expression and methylation profiles by gene set enrichment analysis (GSEA) revealed an enrichment of genes with hypomethylated DMRs (young adult vs. infant EC) among the genes induced in adult EC independent of the genomic loci of one or several DMRs. Conversely, genes with hypermethylated DMRs were overrepresented among the genes upregulated in infant EC (Figure 4—figure supplement 1C). In line with this, there was an unexpected high overlap of differentially expressed genes and genes affected by DNA methylation changes. Notably, we identified an increasing overlap of transcriptome and epigenome, when scoring genes on the basis of intragenic DMRs and even more so when scoring based on clustered DMRs (Figure 4F). This correlation implies that genes with intragenic clusters of loss of methylation DMRs are more likely to be induced during acquisition of vascular quiescence than repressed, while those genes with clustered gain of methylation DMRs are more likely to be repressed.

Together, these data suggest that vascular quiescence is accompanied by a prominent loss of methylation in intragenic DMR clusters preferentially affecting and regulating the expression of genes involved in the regulation of TGFβ family, semaphorin and NOTCH signaling in this process.

### Epigenetically-regulated SMAD6 and SMAD7 control vascular quiescence

Both, the transcriptome and the methylome analysis had highlighted TGFβ family members as relevant molecules during vascular quiescence. Among these, *Smad6* and *Smad7* contained the largest intragenic cluster of hypomethylated DMRs and showed significant induction during transition to quiescence in lung EC (Figure 2B, Figure 2—figure supplement 1A and Figure 4B). 

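*Smad6* contained the most loss DMRs of the listed semaphorin and TGFβ family genes, and *Smad7* the most after *Smad6* and *Sema6a*. Among all annotated genes, *Smad6* came next after *Prkce*, which contained 65 loss DMRs. *Prkce* is 490,135 bp long and *Smad6* 68,984 bp. *Smad7*, with 26 loss DMRs, ranked 23 among all annotated genes. Relative to length, *Smad6* contained 8.84 and *Smad7* 9.1 DMRs per 10 kb. These were not the highest densities, since *Irf1* contained 8 loss DMRs in 8,361 bp. Genes were not ranked by density. In *Smad6* and in *Smad7*, all DMRs belonged to a single run with gaps of less than 10 kb. DMRs covered 25.1% of the bases of *Smad6* and 17.2% of those of *Smad7*. RNA-seq values were not analysed here.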

We therefore focused further functional experiments prototypically on these molecules. SMAD6 and SMAD7 inhibit TGFβ family signaling by different mechanisms (ten Dijke and Arthur, 2007). Corresponding to the observed lung endothelial upregulation of *Smad6* and *Smad7* during acquisition of quiescence, we detected a strong decrease in R-SMAD (receptor-regulated SMADs, SMAD2/3 and SMAD1/5/8) phosphorylation in adult lung tissue confirming an inhibition of TGFβ family signaling in adult mice (Figure 5A). The upregulation of *Smad6* and *Smad7* during acquisition of vascular quiescence was not restricted to the lung, but also detected in EC isolated from adult mouse brain and heart (Figure 5B and Figure 5—figure supplement 1A). Correspondingly, R-SMAD phosphorylation was decreased in these organs suggesting that TGFβ signaling may vessel bed independently act as global regulator of vascular quiescence (Figure 5—figure supplement 1B and C). As reduced signaling could also be mediated by decreased ligand levels, BMPs and TGFB1 were determined in different organs (Figure 5—figure supplement 1D). TGFβ family ligands were consistently higher in adult organs indicating that regulation of vascular quiescence is achieved through cell intrinsic blocking of the downstream signaling machinery, that is by downregulation of receptors and upregulation of inhibitory SMADs.

**Figure 5.**
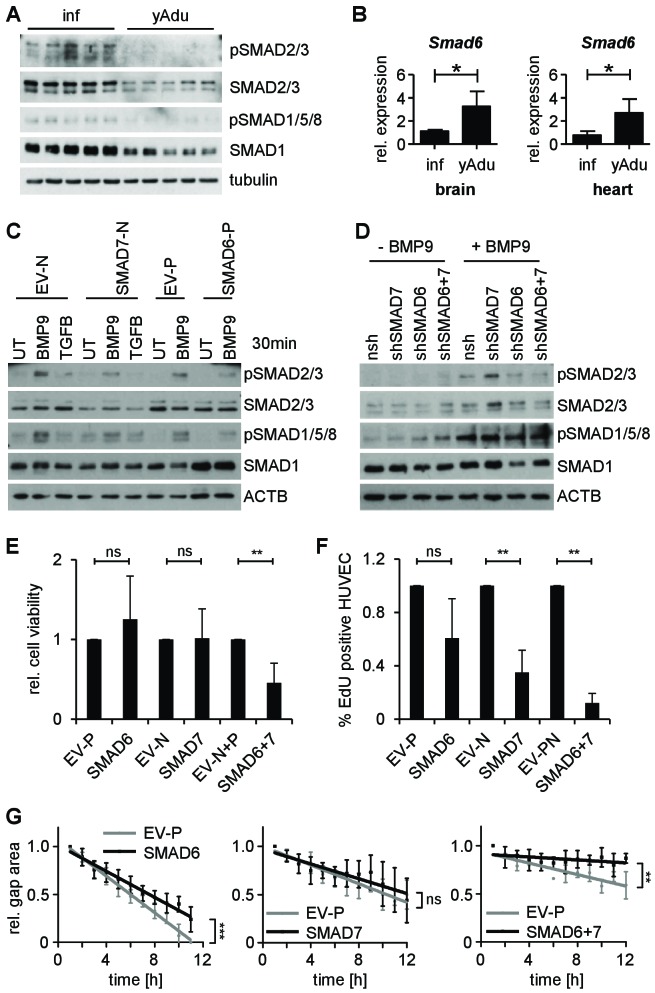
SMAD6 and SMAD7 control endothelial quiescence. (**A**) Immunoblot showing the analysis of TGFβ family signaling in whole lung lysates of infant (n = 5) and young adult (n = 5) mice. (**B**) Validation of *Smad6* induction during maturation in the brain and the heart by qPCR. n = 4; mean ±SD; *p<0.05; Mann-Whitney Test. (**C,D**) Immunoblots showing the analysis of TGFβ family signaling in HUVEC stably expressing (**C**) or with silenced (**D**) SMAD6 or SMAD7. UT = untreated, nsh = non silencing shRNA. (**E**) Analysis of cell viability by MTT assay. ns = non significant; **p<0.01; unpaired t-test. (**F**) Analysis of HUVEC proliferation by EdU incorporation assay (4 hr) followed by FACS analysis. n ≥ 3; ns = non significant; **p<0.01; unpaired t-test. (**G**) Analysis of HUVEC migration by lateral scratch wound assay. The gap was measured every hour. EV = empty vector, N/p=neomycin/puromycin resistance. ns = non significant; **p<0.01; ***p<0.001; Linear Regression Analysis. The following figure supplements are available for Figure 5.

**Figure 5—figure supplement 1.**
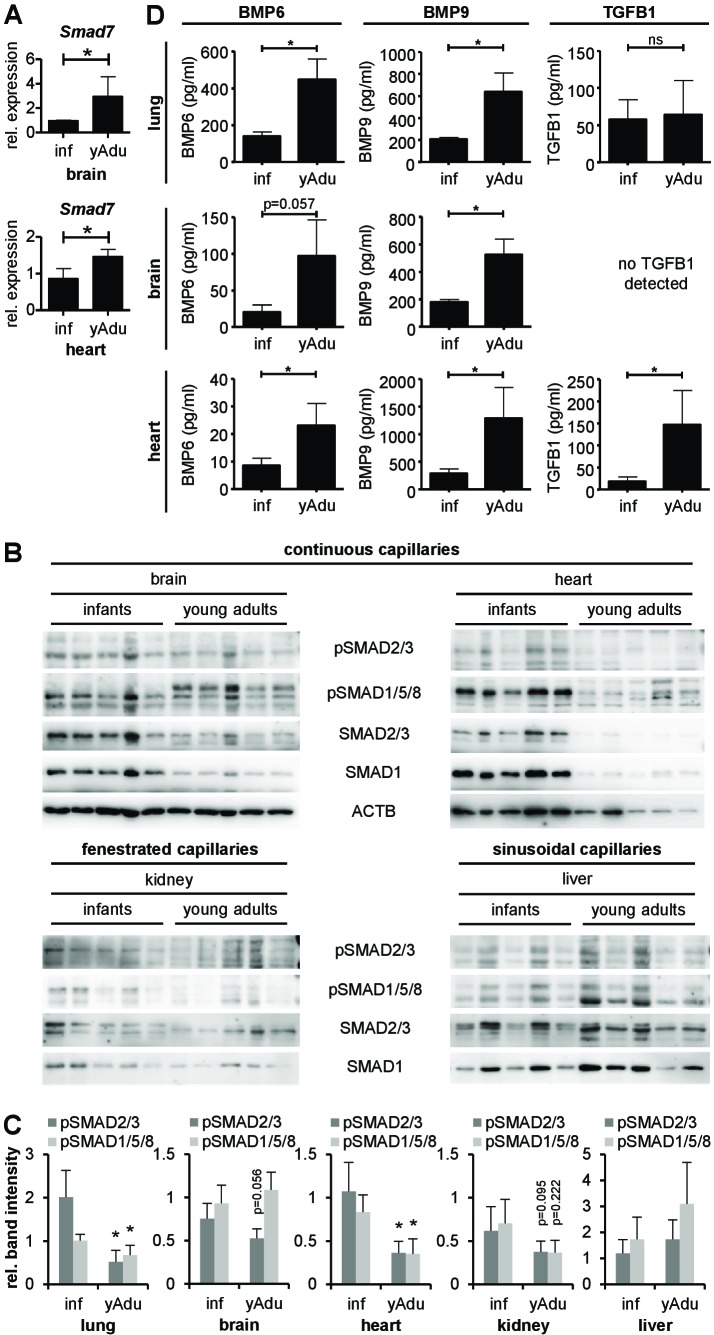
TGFß family signaling in different organs of infant and young adult mice. (**A**) Validation of *Smad7* induction during vessel maturation in brain and heart by qPCR. n = 4; mean ±SD; *p<0.05; Mann-Whitney Test. (**B**) Immunoblot showing the analysis of TGFβ family signaling in whole brain, heart, kidney and liver lysates of infant (n = 5) and young adult (n = 5) mice. (**C**) Quantification of immunoblots showing pSMAD2/3 and pSMAD1/5/8 level in different tissues. n = 5; mean ±SD; *p<0.05; Mann-Whitney Test. (**D**) BMP6, BMP9 and TGFB1 level measured by ELISA in lung, brain and heart. n = 4; mean ±SD; *p<0.05; Mann-Whitney Test.

**Figure 5—figure supplement 2.**
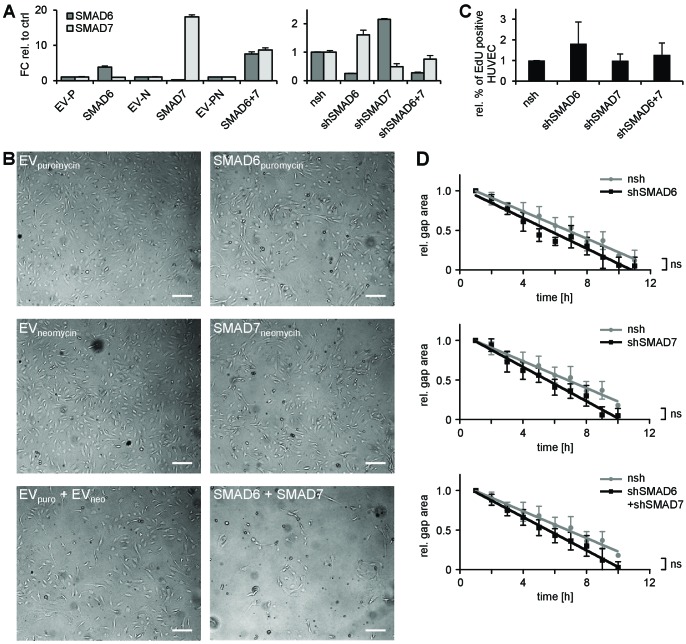
Characterization of the role of SMAD6 and SMAD7 in endothelial cells. (**A**) Representative qPCR confirming the enforced expression (left) or silencing (right) of SMAD6 and/or SMAD7 in HUVEC. Mean ±SD. (**B**) Phenotype of HUVEC overexpressing SMAD6 and/or SMAD7. Scale bar = 50 µm. (**C**) Analysis of EC proliferation by EdU incorporation assay (4 hr) followed by FACS analysis, n = 5. (**D**) Analysis of HUVEC migration by lateral scratch assay. The gap was measured once per hour. Mean ±SD; ns = non significant; Linear regression analysis.

To further examine if the expression of SMAD6 and/or SMAD7 meditates resistance of EC towards ligand-dependent receptor activation, HUVEC were lentivirally transduced and analyzed in vitro. Forced expression of SMAD6 or SMAD7 in cultured EC, but not gene silencing, led to the reduction of SMAD2/3 and SMAD1/5/8 phosphorylation upon ligand stimulation (Figure 5C and D and Figure 5—figure supplement 2A). Cells overexpressing both, SMAD6 and SMAD7 showed reduced viability upon prolonged cell culture, which was confirmed by MTT assay (Figure 5E and Figure 5—figure supplement 2B). Proliferation and migration of EC overexpressing SMAD6 and SMAD7 was reduced confirming the limited angiogenic potential of SMAD6 and SMAD7 expressing cells (Figure 5F and G and Figure 5—figure supplement 2C and D). Together, these data validate based on expression in vivo and functional experiments in vitro the negative regulation of the TGFβ family signaling as critical for the acquisition of endothelial quiescence during development.

## Discussion

Loss of the quiescent EC phenotype is at the heart of vascular dysfunction that is associated with some of the most common and most devastating diseases in humans. Vascular quiescence and the switch from quiescent to activated EC therefore need to be tightly regulated. How the resting phenotype is achieved on the genome-wide epigenetic and transcriptomic level has not been studied so far. This study presents the first unbiased systems biology based profiling of primary EC isolated from infant and adult mice, revealing surprising transcriptomic and epigenetic signatures. It thereby establishes a roadmap for further molecular dissection of mechanisms of vascular quiescence. Specifically, extensive bioinformatic data analysis and functional validation demonstrated that the acquisition of EC quiescence (i) is associated with distinct transcriptomic changes affecting pro- and anti-angiogenic molecules with prominent down-regulation of TGFß family signaling molecules and (ii) is accompanied by gain of DNA methylation and more prominent loss of DNA methylation at intragenic enhancer regions preferentially affecting genes of TGFß family and semaphorin signaling. In general, the identified gene expression changes (iii) correlate with changes in DNA methylation in corresponding loci. Notably, (iv) most hypomethylated DMRs were concentrated in large intragenic clusters, with the gene loci of the inhibitory SMADs (*Smad6* and *Smad7*) among the genes containing the largest clusters. Cellular experiments (v) confirmed SMAD6 and SMAD7 as regulators of endothelial quiescence. Together, this study highlights the central role of suppression of TGFβ family signaling during acquisition of vascular quiescence and establishes a database enabling the datamining of transcriptomic and epigenetic changes associated with the acquisition of the quiescent EC phenotype.

Although the importance of epigenetic mechanisms regulating vascular function has long been recognized (Dunn et al., 2015; Matouk and Marsden, 2008; Yan and Marsden, 2015), studies of DNA methylation in EC are still in their infancy. Only few genome wide systems biology studies have been performed to dissect epigenetic changes in the vasculature and even less studies have systematically correlated epigenetic changes to transcriptomic signatures. It has been described that proximal promoter DNA methylation regulates EC gene expression and thereby controls EC fate (Shirodkar et al., 2013). Similarly, flow-dependent DNA methylation changes in vessel wall cells have been shown to be enriched in GC-rich, 5’ untranslated, and exonic regions (Davies et al., 2014; Jiang et al., 2015a; Jiang et al., 2015b). These previous studies in EC have determined an enrichment of promoter-associated changes in DNA methylation that coincide with gene regulation. Here, we generated genome-wide high resolution DNA methylation data of primary infant and young adult EC which enabled the identification of an unusual abundance of intragenic (mainly intronic) demethylation events with numerous genes harboring large intronic DMR clusters. Although little is known about the impact of intragenic DNA methylation changes on gene expression, some studies suggest a role in alternative promoter usage or splicing (Kulis et al., 2013; Maunakea et al., 2013; Maunakea et al., 2010; Shukla et al., 2011). Conversely, the quiescent-dependent DMRs identified in the present study overlapped with putative intragenic enhancer features. Moreover, the genome-wide association with gene expression data revealed a good correlation of intragenic hypomethylation and gene induction or hypermethylation and gene repression, respectively. The presence of clustered DMRs was even more likely associated with differential expression changes of the affected gene, suggesting that we have identified intronic regions with high regulatory potential during the acquisition of vascular quiescence. Notably, while we identified a more prominent loss than gain of methylation during acquisition of quiescence, atherosclerosis progression in human appears to be associated with a distinct gain of methylation signature (Zaina et al., 2014). Altogether, these data highlight the important role of epigenetic modifications in the regulation of EC functions and have led to the identification of distinct genomic regions with crucial regulatory potential that will serve as a foundation for further functional studies.

Among the transcriptomically and epigenetically regulated genes were molecules of pathways with well-established EC-regulatory function including NOTCH, semaphorin, FGF, WNT and TIE signaling (Marcelo et al., 2013; Patel-Hett and DAmoreD'Amore, 2011). Yet, both unbiased genome-wide approaches of this study, RNA-seq and T-WGBS, converged on a crucial role of TGFß family signaling in the regulation of vascular quiescence. This finding is not novel per se, but TGFß family signaling has been described to result in both, pro- and anti-angiogenic functions in a very context dependent manner (Cai et al., 2012; Dyer et al., 2014; Goumans et al., 2003; Goumans et al., 2002; Larrivée et al., 2012; Mallet et al., 2006; Suzuki et al., 2008). Here, we show in the physiologically most relevant vascular quiescence process (i.e. the comparison of infant and young adult EC) that many important signaling molecules of the TGFß family pathway are differentially regulated leading to reduced signal transduction via R-SMAD phosphorylation in adult tissue despite high ligand levels. As a decisive point, the inhibitory SMADs, *Smad6* and *Smad7*, were epigenetically inhibited by large intronic clusters of methylated DNA during early development and induced in adult EC. Cell culture based analysis confirmed that the expression of SMAD6 and/or SMAD7 in EC mediates resistance to ligand treatment thereby blocking TGFß family signaling. Interestingly, SMAD6 and SMAD7 have originally been identified as vascular SMADs (Topper et al., 1997). Their induction upon laminar shear stress highlights the importance of blood flow in maintaining the quiescent vascular phenotype. Although ubiquitously expressed, they exert particularly prominent vascular function. Smad6 has recently been described to act anti-angiogenic in sprouting assays (Mouillesseaux et al., 2016) and Smad7 has been shown to inhibit peritoneal angiogenesis (Peng et al., 2013). Correspondingly, genetic deletion of *Smad6* or *Smad7* leads to major cardiovascular defects with partial prenatal mortality (*Smad6*) (Galvin et al., 2000) or to massive growth retardation with reduced viability (*Smad7*) (Tojo et al., 2012). In conclusion, the present study underlines the central role of TGFß family pathways during acquisition of the resting EC phenotype including prominent regulation of inhibitory SMADs on the epigenetic level.

Remarkably, molecules of the VEGF pathway, the master regulator of angiogenesis induction, were both, transcriptionally and epigenetically not identified as being significantly differentially regulated during the transition to EC quiescence. Surprisingly, the ligand *Vegfa* was significantly higher expressed in adult EC compared to infant EC. High expression of VEGFA has also been described in the adult brain (Licht and Keshet, 2013). Autocrine VEGF has been proposed to be essential for EC survival thereby fulfilling homeostatic functions. It appears to serve as a rheostat of paracrine acting VEGF to possible even exert negative regulatory functions. In fact, analyses of genetically engineered mice specifically lacking EC-produced VEGF indicate that paracrine VEGF does not compensate for autocrine VEGF (Lee et al., 2007). Conversely, expression of the VEGF decoy receptor *Flt1/Vegfr1* (Boucher et al., 2017; Fong et al., 1995; Kappas et al., 2008; Kearney et al., 2002) was in the present study significantly increased (but below threshold of 1.75x) during acquisition of quiescence. Since the expression of the primary VEGF signal transducing receptor *Kdr/Vegfr2* was neither in RNA-seq nor in qPCR validation data significantly changed, this results in an increased VEGFR1/VEGFR2 ratio in adults. Altogether, these data imply that VEGF signaling is not dominantly regulated during the transition to vascular quiescence but instead undergoes specific and situation-specific dynamic regulation.

In conclusion, the present study has for the first time established the transcriptomic and epigenetic landscape of vascular quiescence in primary lung EC that might also apply to EC of other tissues. These findings reveal that vascular quiescence is comprehensively regulated on both transcriptional and DNA methylation level converging on the prominent inhibition of TGFß family signaling in adult EC. Moreover, the acquisition of the resting EC phenotype is accompanied by a dynamic balance of activating and inhibiting pathways. These findings might in the future potentially pave the ways towards fundamentally novel strategies to therapeutically interfere with unwanted EC activation during disease. The study thereby lays a foundation for mechanistic and functional studies of individual genes and complex gene signatures involved in the transition from the activated to the quiescent phenotype and vice versa.

## Materials and methods

### Mice

C57BL/6N female mice were obtained from Taconic (Taconic Biosciences, Europe). After arrival, mice were kept in ‘Individually Ventilated Cages’ (IVC) to maintain the health status as declared by Taconic as ‘Murine Pathogen Free'. Lungs were processed for EC isolation 1–3 days after arrival. Animals had free access to food and water and were kept in a 12 hr light-dark cycle. All mice were handled according to the guidance of the Institute and as approved by the German Cancer research center (No. DKFZ305). No statistical methods were used to predetermine sample size. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment.

### Mouse endothelial cell isolation by FACS

Endothelial cell (EC) isolation was performed as described previously (Korn et al., 2014). In brief, mice were sacrificed and lung, heart and brain of infant or young adult mice were surgically removed and cut into small pieces. Tissue pieces were digested in Dulbecco´s Modified Eagle´s medium (DMEM, ThermoFisher Scientific, Germany) containing 1.25 mM CaCl_2_, 200 U/ml Collagenase I (Sigma, Munich, Germany) and 10 µg/ml DNaseI (Roche, Germany) at 37°C for 45 min. Single-cell suspensions were prepared by passing the digestion mix through 18G and 19G cannula syringes and filtering through a 100 µm cell strainer. To remove the myelin from the brain cell suspension 22% BSA was added (1:1 v/v), and after centrifugation the upper myelin layer was discarded. Cells were stained for the negative markers PDPN, LYVE1, PTPRC and LY76 for 30 min at 4°C in PBS/5% fetal calf serum (FCS). Cells stained with negative markers were depleted by incubation with Dynabeads (ThermoFisher Scientific, Germany) for 30 min at 4°C on the rotator followed by magnetic removal. The remaining cells were positively stained with antibodies against CD31 and CD34 in PBS/5% FCS for 30 min at 4°C. Dead cells were excluded by phosphatidylinositol (PI) staining (1:2000). PTPRC^‐^LYVE1^‐^LY76^‐^PDPN^‐^PI^‐^CD31^+^CD34^+^ cells were sorted with a BD FACSAria ll (BD Biosciences, Heidelberg, Germany)

The following primary antibodies were used: rat anti-CD31 (551262, BD Biosciences, diluted 1:100), rat anti-CD34 (48–0341, eBioscience, diluted 1:50), rat anti-LY76 (561032, BD Biosciences, diluted 1:200), rat anti-LYVE1 (53–0443, eBioscience, diluted 1:250), hamster anti-PDPN (53–5381, eBioscience, 1:100), rat anti-PTPRC (553080, BD Biosciences, 1:400).

### EdU labeling in vivo

Mice were injected s.c. with EdU (50 μg/g mouse) 17 hr prior to sacrificing the animals. Lungs were removed and cells were isolated and surface-stained as described in the corresponding section. For additional EdU-labeling cells were fixed, permeabilized and stained using the Click-iT Plus Alexa Fluor 555 Picolyl Azide Toolkit (ThermoFisher Scientific, Germany) according to the manufacturer’s instructions.

### Immunofluorescence staining

Organ cryosections were fixed in ice-cold methanol for 10 min at −20°C. Blocking was performed with 10% goat serum (ThermoFisher Scientific, Germany) for 1 hr at RT. The vasculature was stained for CD31 and proliferating cells for KI67 overnight at 4°C. The sections were subsequently incubated with the appropriate secondary antibody for 1 hr at RT. Pictures were taken using the Zeiss Cell Observer and image analysis was accomplished with Fiji.

The following primary antibodies were used: rat anti-CD31 (553370, BD Biosciences, 1:50), rabbit anti-KI67 (GTX 16667, Gene Tex, 1:100), goat IgG (A11006, ThermoFisher Scientific, 1:500), goat IgG (A11071, ThermoFisher Scientific, 1:500).

### Cell culture

HUVECs were purchased from PromoCell (Heidelberg, Germany) and cultured in Endopan 3 with 3% FCS and supplements (PAN Biotech, Aidenbach, Germany) at 37°C, 5% CO_2_ and high humidity. Passages < P6 were used for all experiments and cells were tested negative for mycoplasma contamination. For Lentiviral transduction (pLenti-based overexpression or pGIPZ-based silencing of certain molecules), 1 × 10^5^ cells were seeded and 24 hr later lentivirus was added for 16 hr. Media was changed to Endopan with supplements for 24 hr before starting the selection with puromycin (P; 0.4 µg/ml) or neomycin (N; 200 µg/ml) or both (P 0.3 µg/ml and N 150 µg/ml) for 3–4 days.

The following lentiviral vectors were used: pLenti-CMV-EV-puromycin^Res^ (control), pLenti-CMV-EV-neomycin^Res^ (control), pLenti-CMV-SMAD6-puromycin^Res^ (overexpression), pLenti-CMV-SMAD7-neomycin^Res^ (overexpression), pGIPZ-ns-shRNA (control), pGIPZ-shSMAD6-118 (depletion), pGIPZ-shSMAD7-115 (depletion).

Cells were starved in Endopan without supplements for 2–4 hr before treating with 5 ng/ml BMP9 (R and D Systems, Minneapolis, Minnesota, US) or 10 ng/ml TGFB (R and D Systems, Minneapolis, Minnesota, US) for 30 min. For EdU incorporation analysis EdU was directly added to the subconfluent cells at a final concentration of 10 µM for 4 hr. Harvesting, fixation, permeabilization and staining were performed using the Click-iT EdU Flow Cytometry Assay Kit Alexa Fluor 647 (ThermoFisher Scientific, Germany) according to the manufacturer’s protocol. Cells were analyzed on a BD FACSCanto II (BD Bioscience, Heidelberg, Germany). MTT assay was performed in 96well plates according to manufacturer’s instructions (Roche, Germany). Migration analysis was performed by scratch assay in 24well plates. To prevent cell proliferation during migration analysis cells were treated with 10 µg/ml mitomycin C (Sigma, Munich, Germany) for 1.5 hr prior to scratching the monolayer. Pictures were taken either manually at certain time points (as indicated in the figures) at an Olympus IX71 Microscope (10x) or automatically every hour at an Olympus Cell^R Microscope with cell incubation chamber (10x). Image analysis was accomplished with Fiji.

### Elisa

Ligand level in tissue lysates were determined by ELISA according to the manufacture’s protocols. BMP6 was measured by the ELISA Kit for Bone Morphogenetic Protein 6 (BMP6) (SEA646Mu, Cloud Clone, Katy, Texas, US), BMP9 was measured by the Mouse BMP9 ELISA Kit (ELM-BMP9, RayBiotech Norcross, Georgia, US) and TGFB1 was measured by the TGF-β1 Quantikine ELISA Kit (MB100B, R and D systems, Minneapolis, Minnesota, US). For BMP6 and BMP9 determination in lung and brain 100 ng/µl total protein concentration, for BMP6 and BMP9 measurement in heart 10 ng/µl total protein concentration and for TGFB1 detection in lung and heart 500 ng/µl total protein concentration was utilized.

### Immunoblot

Cells (whole tissue fragments or HUVEC) were lysed in RIPA buffer (1% NP-40, 0.1% Sodium dodecyl sulphate, 0.5% Sodium deoxycholate, 10% glycerol, 5 mM EDTA) supplemented with proteinase inhibitor mix (Serva Electrophoresis, Heidelberg, Germany) and sodium orthovanadate (Sigma, Munich, Germany). Protein lysates were separated on 10% polyacrylamide-SDS gels and blotted on nitrocellulose membranes. Membranes were blocked with 3% BSA and incubated with the indicated primary antibodies at 4°C over night. Horseradish peroxidase-conjugated secondary antibodies were used for chemiluminescence detection. For detection, either an AGFA classic EOS developer (AGFA, Mortsel, Belgium) or an Amersham Imager 600 (GE healthcare, Little Chalfont, UK) was used.

The following primary antibodies were used: rabbit anti-pSMAD1/5/8 (D6656/Vli31, Maine Medical Center, 1:2000), rabbit anti-SMAD1 (9743S, Cell Signaling, 1:1000), rabbit anti-pSMAD2/3 (D6658, Maine Medical Center, 1:2000), rabbit anti-SMAD2/3 (5678, Cell Signaling, 1:1000), rabbit anti-ACTB (sc-1616, Santa Cruz Biotechnology, 1:5000), goat IgG (P0448, Dako, 1:5000).

### RNA isolation and quantitative PCR (qPCR) analysis

Total RNA of FACS-sorted mouse ECs was isolated with Arcturus PicoPure RNA Isolation Kit (ThermoFisher Scientific, Germany) and RNA of HUVECs was isolated with RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocols. cDNA was synthesized with QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Subsequent qPCR was performed with TaqMan gene expression assay (ThermoFisher Scientific, Germany), TaqMan Fast Advanced Mastermix (ThermoFisher Scientific, Germany) and the StepOnePlus Real-Time PCR System (ThermoFisher Scientific, Germany). *Actb* (mouse EC) or *HPRT* (HUVEC) was used for data normalization.

The following TaqMan gene expression assays (ThermoFisher Scientific, Germany) were used: Acta2 (Mm00725412_s1), Actb (Mm00607939_s1), Bmpr2 (Mm00432134_m1), Ccnb1 (Mm03053893_gH), Ccnb2 (Mm01171453_m1), Cdk1 (Mm00772472_m1), Cyr61 (Mm00487501_g1), Fgfr1 (Mm00438930_m1), HPRT (Hs02800695_m1), Icam1 (Mm00516023_m1), Kdr (Mm01222421_m1), Notch3 (Mm01345646_m1), Nr2f2 (Mm00772789_m1), Ptprc (Mm01293577_m1), Sema3c (Mm00443121_m1), Smad6 (Mm01171378_m1), SMAD6 (Hs00178579_m1), Smad7 (Mm00484742_m1), SMAD7 (Hs00998193_m1), Stat1 (Mm00439531_m1), Tgfbr2 (Mm00436977_m1).

### RNA-sequencing (RNA-seq)

Total RNA from mouse lung EC was isolated using Arcturus PicoPure RNA Isolation Kit (ThermoFisher Scientific, Germany) according to the manufacturer’s instructions. DNA was removed by treating with RNase-free DNase Set (Qiagen, Hilden, Germany). Quality control was performed by Qubit (ThermoFisher Scientific, Germany) and Bioanalyzer (Agilent, Waldbronn, Germany) measurements. Sequencing library was generated with 10 ng of total RNA using the SMARTer Ultra Low RNA Kit for Illumina Sequencing (Clontech, Mountain View, California, US) according to manufacturer’s protocol. Sequencing reads (100 bp Paired-End) were generated on the HiSeq2000 platform (Illumina, San Diego, California, US) with four samples per lane.

### RNA-seq data processing and analysis

The sequenced reads were aligned to the mouse reference genome mm10 using STAR (Dobin et al., 2013) allowing up to 10 mismatches. The average transcriptome coverage was 37.8 ± 4. DEseq2 was used to test for differential gene expression (mm10, RefSeq gene annotation) (Love et al., 2014). RNA-seq data are available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE86600. Only transcripts with an RPKM ≥1 in at least one sample were considered for further analysis. Significantly differentially expressed genes were defined as more than 1.75-fold regulated (p<0.05). Hierarchical clustering was performed using GenePattern Software (Reich et al., 2006). For functional annotation with Reactome gene sets, the Molecular Signature Database (MSigDB) (Subramanian et al., 2005) was used. Upstream analysis with activation state prediction was generated by using QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City). According to the manual, “the upstream regulator analysis is based on prior knowledge of expected effects between transcriptional regulators and their target genes stored in the Ingenuity Knowledge Base. The analysis examines how many known targets of each transcription regulator are present in the user’s dataset, and also compares their direction of change (i.e. expression in the experimental sample(s) relative to control) to what is expected from the literature in order to predict likely relevant transcriptional regulators. If the observed direction of change is mostly consistent with a particular activation state of the transcriptional regulator (‘activated’ or ‘inhibited’), then a prediction is made about that activation state.’ The list of chromatin modifying enzymes has been described previously (Plass et al., 2013).

### Tagmentation-based whole genome bisulfite sequencing (T-WGBS) and validation by quantitative mass spectrometry (MassARRAY)

Genomic DNA from sorted EC was isolated using the QIAamp DNA Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. T-WGBS was essentially performed as described previously (Wang et al., 2013) using 30 ng genomic mouse DNA as input. Three sequencing libraries were generated per sample and each was sequenced 100 bp, paired-end on one lane of a HiSeq2000 (Illumina, San Diego, California, US) machine.

Validation of selected T-WGBS data was performed by MassARRAY (Agena Bioscience, Hamburg, Germany) as described previously (Sonnet et al., 2014) using primers listed in the Supplementary file 1. Forward primers for MassARRAY were 5' tagged with AGGAAGAGAG, reverse primers with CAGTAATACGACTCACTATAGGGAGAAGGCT.

### T-WGBS: Sequence alignment and cytosine methylation estimation

We used a mapping method as described earlier (Johnson et al., 2012) modified for reads from tagmentation-based whole-genome bisulfite sequencing. Briefly, the mm10 reference genome was transformed in silico for both the top strand (C to T) and bottom strand (G to A). Before alignment, adaptor sequences were trimmed using SeqPrep (St John, 2016; https://github.com/jstjohn/SeqPrep). Then the first read in each read pair was C-to-T converted and the 2nd read in the pair was G-to-A converted. The converted reads were aligned to a combined reference of the transformed top (C to T) and bottom (G to A) strands using BWA (bwa-0.6.1-tpx) (Li and Durbin, 2009) with default parameters except the quality threshold for read trimming (-q) of 20 and the Smith-Waterman for the unmapped mate disabled (-s). After alignment, reads were converted back to the original states and reads mapped to the antisense strand of the respective reference were removed. Duplicate reads were removed using Picard MarkDuplicates (http://picard.sourceforge.net/). Reads with alignment scores less than one were filtered before subsequent analysis. Total genome coverage was calculated using the total number of bases aligned from uniquely mapped reads over the total number of mappable bases in the genome.

At each cytosine position, reads that maintain the cytosine status were considered methylated, and the reads that have cytosine converted to thymine were considered unmethylated. Only bases with Phred-scaled quality score of ≥20 were considered. For libraries prepared with the tagmentation protocol, first 9 bp of the second read and last 9 bp before the adapter in the first read were excluded from methylation calling. Bisulfite conversion rates were estimated using the methylation level at CH sites.

### T-WGBS: DMR calling and annotation

DMR calling was performed as described previously (Bauer et al., 2016) with minor modifications. In brief, DMR calling was conducted on methylation data without smoothing (due to sufficiently high coverage) with the bsseq v1.60 package (Hansen et al., 2012) for R statistical software v3.2.2. We applied a coverage filter that required a minimum coverage of 8x per CpG in at least two of the three samples per group. The DMR model comprised at least three consecutive significant CpGs (each p<0.05, t-test) and a minimum difference of 10% in mean methylation between groups.

Intersection with known regulatory genomic features was performed with Galaxy (Afgan et al., 2016) using published datasets (H3K4me3 ChIPseq: ENCSR000CAR; H3K4me1 ChIPseq: ENCSR000CAQ; DNase Hypersensitivity: ENCSR000CNM) and enhancer-promoter units (EPU) defined in mouse lung tissue (Shen et al., 2012; Yue et al., 2014). For data visualization tracks were loaded into the IGV browser (Robinson et al., 2011). Motif searches for known transcription factor binding sites (TFBS) in DMRs and TFBS enrichment over background were analyzed with the ‘findMotifsGenome.pl’ script of the HOMER tools software package (Heinz et al., 2010).

Genomic annotation of DMRs to the nearest TSS was obtained with the ‘annotatePeaks.pl’-script of the HOMER tools software package (Heinz et al., 2010) to genome version mm10. Functional annotation of up to three nearby genes of DMRs was accomplished using the GREAT tool (McLean et al., 2010). For enrichment analysis among a ranked list of genes (sorted according to the number of DMRs or rel. gene regulation) the Gene Set Enrichment Analysis (GSEA) Software was applied (Subramanian et al., 2005). Tagmentation-based WGBS data are available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE87374.

### Interactome analysis

To gain further functional insights into the mechanisms of EC quiescence, we generated a network from genes that were significantly differentially regulated (p<0.05). For generating such a network, we used the DIAMOnD algorithm (Ghiassian et al., 2015), which creates a network starting from a set of proteins (so-called seed set) by integrating related proteins into the network based on their topological relevance to the initial seed set. DIAMOnD first ranks all proteins in the interactome according their connectivity significance with respect to the seed set. Next, the protein with the highest rank, that is, lowest p-value, is added to the initial network. The procedure is repeated with the extended seed set, until the incorporation of seed proteins saturates.

Genes with a FC above 1.75 or below −1.75, were mapped to their corresponding gene products and selected as seeds for generating the network, with a total of 972 genes being up and 2,251 genes being down regulated (a total of 3,223 regulated genes). The mouse interactome comprised 7,267 proteins and 18,382 protein interactions, obtained by merging publicly available data from the major public protein-interaction databases. In the end, 227 (23.4%) upregulated and 618 (27.5%) downregulated proteins were covered in the assembled mouse interactome and used as seed proteins to generate the EC specific interaction network.

Given the incompleteness of the mouse interactome, a large number of DIAMOnD iterations were necessary to connect all seed proteins through interactions, that is, 5,943 iterations were needed to link 99.3% of the proteins. In consequence, the resulting network was very large, covering about 93% of the mouse interactome. Since we were primarily interested in proteins functionally related to EC quiescence, we applied a strict threshold, terminating the network generation after the first steep increase in the proportion of incorporated seeds started to flatten (iteration: 265). The EC quiescence specific network with 745 proteins and 1,661 interactions is shown in the Figure 1—figure supplement 2. A total of 484 seed proteins (57.3%) were connected in the network through 261 linker proteins, which were of high functional interest with respect to EC quiescence.

Next, we assessed whether proteins forming the EC quiescence network were functionally coherent with respect to the initial seed set. To this end, we performed a functional enrichment with g:Profiler (Reimand et al., 2016) of two protein sets, namely (i) proteins of the seed set covered by the interactome, and (ii) proteins of the network, and compared the respective outcomes focusing on KEGG pathways. As background set, we used the 7,267 proteins comprising the mouse interactome. As the reduced seed set might yield a distinct enrichment, we performed in addition a functional enrichment for proteins of the complete initial seed set. The complete list of enriched pathways for each protein is shown in Figure 1—source data 1. In general, we observed a large overlap of enriched pathways between the seeds and the EC quiescence network. These findings emphasized that proteins captured in the network were of functional relevance with respect to proteins regulated in EC quiescence.

To obtain more insights from the generated network, we performed network clustering identifying densely connected subgraphes, so called communities. The 23 detected cluster were ranging in size from two to 165 proteins. For each of the cluster, we performed functional enrichment analysis using g:Profiler (Reimand et al., 2016).

# Supplementary material for: The transcriptomic and epigenetic map of vascular quiescence in the continuous lung endothelium
**Source:** eLife. 2018 May 11;7:e34423. doi: 10.7554/eLife.34423
**Supplement:** Figure 1—source data 1. — For each pathway the adjusted p‐value and the number of proteins, that is, count, are specified.

**Figure 1 – source data 1.** Functionally enriched KEGG pathways Identified for (i) seeds in the EC maturation network, (ii) proteins in the EC maturation network as well as (iii) for all 3,223 seeds. For each pathway the adjusted p‐value and the number of proteins, i.e., count, are specified.

# Supplementary material for: The transcriptomic and epigenetic map of vascular quiescence in the continuous lung endothelium
**Source:** eLife. 2018 May 11;7:e34423. doi: 10.7554/eLife.34423
**Supplement:** Figure 1—source data 2. — The highlighted genes were selected for validation by qPCR (see Figure 1D and Figure 1 – figure supplement 1E).

Figure 1 – source data 2. Cell cycle genes regulated in EC during the transition to a quiescent state. The highlighted genes were selected for validation by qPCR (see Figure 1D and Figure 1 – figure supplement 1E).

# Supplementary material for: The transcriptomic and epigenetic map of vascular quiescence in the continuous lung endothelium
**Source:** eLife. 2018 May 11;7:e34423. doi: 10.7554/eLife.34423
**Supplement:** Supplementary file 1.

*Key resource table*

How the deposited data were processed for this re-analysis (not part of the article)

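The data analysed here are the differentially methylated regions (DMRs) that the authors derived from T-WGBS of sorted lung EC, from 3 infant samples (8 to 10 days old) and 3 young adult samples (8 to 12 weeks old) of C57BL/6N mice. The paper's methods describe the mice as female. The RNA-seq data, the reads, the methylation per CpG and per sample, the lung chromatin tracks and the Reactome gene sets were not used here.

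The authors trimmed adaptors with SeqPrep, aligned the reads with BWA to mm10 converted in silico for bisulfite, removed duplicates with Picard and called methylation from bases of sufficient quality, without the ends of the reads that tagmentation affects. They called DMRs with bsseq on unsmoothed data. They kept CpGs with a coverage of at least 8-fold in at least 2 of the 3 samples of a group, and listed regions of at least 3 consecutive CpGs that each passed a t-test at 0.05 and whose group means differed by at least 10%. The deposited list gives each group's mean methylation as a fraction that the authors averaged over the CpGs of a DMR and over the 3 samples of the group. Here these fractions were multiplied to percent, and the young adult mean minus the infant mean was taken as the difference. The genome coverage that the paper gives was 7.8- to 7.9-fold for the infant samples (median 7.9) and 7.0- to 8.2-fold for the young adult samples (median 7.3). The depth behind a single DMR is unknown, and no interval printed here covers the error of a group mean. Because the authors chose the DMRs by a test on the same samples, the sizes of the differences are those of selected regions.

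The list was checked against the GRCm38 (mm10) reference. The first and last position of 18,333 of 18,333 DMRs was a CpG, and the stated direction matched the sign of the difference in each DMR. The 45,657 curated RefSeq transcripts of 26,089 genes served as annotation. Each DMR was placed by its midpoint, with the priority promoter (1 kb upstream to 100 bp downstream of the TSS), TTS (100 bp upstream to 1 kb downstream of the transcript end), exon, intron and intergenic, as the HOMER tool orders them. Of the DMRs, 98.8% had a nearest promoter in the authors' list that matched a transcript of the annotation, and for 89.2% the nearest gene was the same. A DMR was intragenic when its midpoint lay between the first and last base of a gene, and a cluster was a gene with more than 5 DMRs. CpG islands were computed from the sequence.

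Shares are given with 95% Wilson intervals and with intervals from 1,000 resamples of 5 Mb blocks. Directions were compared with Fisher's exact test. Positions were compared with 100 random placements of the DMRs on the same chromosome, each with the same width and at least 3 CpGs. The coverage of CpGs could not enter the placements. Directions of neighbouring DMRs were compared with 10,000 shuffles, and gene lists with 10,000 random lists matched on gene length in 10 groups. Lists were made by symbol for semaphorin and TGFβ family genes, NOTCH genes and the cell cycle genes of the source data of Figure 1, for which 52 of 52 symbols were found, 3 of them under an older symbol. The protein that the paper calls BMP9 has the symbol *Gdf2* and was not in the list, which was fixed by symbols. Motifs were counted in windows of 200 bp centred on the DMRs and compared within groups of GC content.

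The main results, their tests, the gene lists and the alternatives were fixed before the data were examined, apart from 1 alternative that gives each intragenic DMR to the transcript of the nearest promoter in the authors' list. The motifs and the tests of other explanations were chosen later, when the list had been opened and its columns summarised, but ahead of their own outcomes. Those on the X chromosome followed a look at its DMRs. The genes named are those that the paper names beside its DMRs in the text, in Figures 3 and 4 and among the MassARRAY amplicons, the 5 genes with the most loss and the 5 with the most gain DMRs, and for single DMRs the 5 largest losses and gains. Of these, 1 gene is not reported here. Genes that head the semaphorin, TGFβ family and NOTCH lists, and *Xist*, lie outside this rule and were named after their values were seen. Because values per sample were not used, the planned test per sample, the fits that leave out 1 replicate and the replicate block were not run. The alternatives tried were a difference of at least 20%, at least 5 CpGs per DMR, merging of DMRs of the same direction at most 500 bp apart, autosomes only, gaps of 2 and 50 kb in runs, protein-coding genes only, promoters of 2 kb to either side, 1 DMR per run, other rules for random placement, for the assignment to genes and for counting in gene lists, and stricter islands and amplicon overlaps.

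The procedures were tested on simulated data. With 40 placements used in place of the DMRs, 2.5% gave a p under 0.05 and the median odds ratio was 0.998. A simulated odds ratio of 4 for direction by location was recovered as 4.29. A simulated same-direction share of 90% was recovered as 90.0%, and of 100 random gene lists 6% gave a p under 0.05. A simulated motif odds ratio of 2.67 was recovered as 2.55. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.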

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

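The tests on the number of CpGs, on sample sex and on the inactive X chromosome were chosen only after the results were seen, as was the reading of the test on sample sex outside islands, while the tests on merging and random placement were set ahead of their outcomes.

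Several genes that the paper does not discuss contained large clusters of intragenic DMRs. *Prkce* (chromosome 17, 86167785 to 86657919) contained 65 loss DMRs, *Arhgef3* (chromosome 14, 27143993 to 27403911) 59 loss DMRs and 1 gain DMR, and *Pitpnc1* (chromosome 11, 107207892 to 107470720) 51 loss DMRs. Random placement put at most 15, 7 and 11 DMRs in these genes. After merging DMRs of the same direction at most 500 bp apart, 53, 47 and 38 regions remained. Long genes collect DMRs by chance, but random placement, which keeps gene length, gave a mean of 123.4 genes with more than 5 DMRs where 474 were found, which argues against length as the whole explanation. The calling could also divide a single changed region into several DMRs. Division at gaps of at most 500 bp does not account for the pattern, since 80.8% of the genes with more than 5 DMRs kept more than 5 after merging. Merging joined no DMRs across wider gaps, so it cannot tell whether a broader changed region was divided there. Also open is whether these clusters reflect age or a change in the kinds of cells sorted. The design compares age groups only, and values per sample were not used.

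Gain DMRs were also clustered in genes that the paper does not discuss. *Magi1* (chromosome 6, 93675453 to 94283917) contained 22 gain DMRs among 23 DMRs, *Hspg2* (chromosome 4, 137468803 to 137570630) 19 among 19, *Rora* (chromosome 9, 68653786 to 69388246) 19 among 21, and *Lrmda* (chromosome 14, 22019712 to 23056088) 17 among 19. Random placement put at most 12, 7, 14 and 12 DMRs in these genes. *Hspg2* spans 101,828 bp, *Magi1* 608,465 bp, *Rora* 734,461 bp and *Lrmda* 1,036,377 bp. Merging left 11 regions in *Hspg2* and 22, 20 and 18 in *Magi1*, *Rora* and *Lrmda*. Among the 10 genes named for most loss or gain DMRs, *Foxp1*, with 16 gain and 8 loss DMRs, did not stand out as far, since placement put up to 21 DMRs there. No further explanation was tested for the gain clusters.

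The X chromosome differed from the autosomes. It carried 165 DMRs, and 4.85% of them lost methylation (Wilson 2.48 to 9.27), compared with 36.9% (chromosome 13) to 55.6% (chromosome 15) on the autosomes. The odds ratio of loss was 0.0591 (0.0290 to 0.12, Fisher's exact test, two-sided, p = 2.8e-32). DMRs were also fewer there, with 1.70 per 10,000 CpGs on the X chromosome and 7.22 to 12.1 on the autosomes, so a smaller number of CpGs does not account for their low number. The coverage filter could contribute, since the coverage of the X chromosome was not analysed.

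Of the 157 gain DMRs on the X chromosome, 59 overlapped a CpG island of at least 500 bp (37.6%, compared with 3.90% of the autosomal gain DMRs, odds ratio 14.9, 10.6 to 20.8). Random placement put 36.3 there on average and at most 47. Within 1 kb of a TSS lay 48 of the 59. Their median methylation was 10.9% in infant and 38.8% in young adult EC (quartiles 34.3 and 43.5). Young adult means stayed at or below 60% in 94.9% of them, against 59.2% of the autosomal gain DMRs in islands. On the inactive X chromosome islands are methylated and on the active one they are not, so a technical possibility is that more male cells were among the infant than among the young adult samples. The limit at 60% is what this needs, but the paper's methods state that the mice were female. Outside islands and away from TSS, DMRs of the X chromosome lost methylation in 8.64% and those of the autosomes in 47.2%, with an odds ratio within kinds of location of 0.14 (0.0625 to 0.32). What a shift in sex does to methylation at these sites was not measured here, so whether it has a part in this difference stays open. A biological possibility is that islands of the inactive X chromosome gain methylation more slowly than the rest of the genome in female lung EC. Infant methylation was 0.28 of the young adult level at the median of the 59 DMRs (quartiles 0.23 and 0.33). This value and the limit at 60% are open to both explanations. They were not told apart here, because the sex of each sample is not given. The only DMR of *Xist* (chromosome X, 103473914 to 103473985, exonic) fell by 22.8 percentage points, from 65.9% in infant to 43.1% in young adult EC. Whether this DMR bears on the sex of the cells was not tested.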

How the results depend on the processing

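The results and 75 of the 77 alternative values below were chosen before the results were seen, and 2 values, for the assignment of DMRs to the nearest promoter in the authors' list, were added afterwards. Of the 77 values, 65 kept their direction and their side of the test or stayed within the limit set for a change, 8 moved, 1 passed the test only under the alternative and 3 reversed. Unless stated, the cause of a change was not tested.

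The depletion of DMRs within 1 kb of a TSS was the result that depended most on the processing. Its odds ratio of 0.31 became 1.92 against random placement without a minimum of CpGs and 1.31 against placement outside CpG islands. The construction of the placements shows why. Regions required to hold 3 CpGs fall on CpG islands at the TSS, and the share of placed regions near a TSS was 12.4% with the requirement, 2.23% without it and 3.22% outside islands. Under the 5 other alternatives the odds ratio stayed between 0.27 and 0.73.

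The loss share of all DMRs, 45.9%, was 60.1% with a difference of at least 20%, 74.6% with at least 5 CpGs per DMR and 43.6% after merging. Loss was thus the more frequent direction once DMRs with a difference below 20%, or those with fewer than 5 CpGs, were left out. Among DMRs with a difference of at least 30% the loss share moved from 80.0% to 85.6% with at least 5 CpGs. That filter left 2,887 DMRs, which also lowered the number of genes with more than 5 DMRs from 474 to 67 and the number of runs from 256 to 39. The placements fell with them, to means of 0.3 genes and 0 runs. Gaps of at most 2 kb gave 105 runs and gaps of at most 50 kb gave 669 runs, the latter against a mean of 198.9 after placement and with a loss share of 66.5%.

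For NOTCH genes, the excess of gain DMRs over matched lists had a ratio of 1.45 and did not pass the test. It reversed to 0.98 when genes with a gain DMR were counted, and rose to 2.04 and passed the test, without adjustment, when DMRs within 10 kb were included.

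The other results kept their direction under each alternative run, and their side of the threshold wherever a test was run. The odds ratio of DMRs in introns stayed between 1.84 and 3.20, that of loss against gain DMRs in introns between 3.07 and 4.17, and the same-direction share of neighbouring DMRs between 83.0% and 98.6%. Apart from the filter on CpGs, the number of genes with more than 5 DMRs lay between 375 and 474, with 421 genes when each DMR was given to the nearest TSS and 433 when it was given to the nearest promoter of the authors' list. The loss share in these genes lay between 75.2% and 96.3%, the latter with at least 5 CpGs per DMR, and was 80.0% and 78.4% under the last 2 assignments. The ratio for semaphorin and TGFβ family genes was 6.79 and stayed between 2.39 and 6.28, and that for gain DMRs in cell cycle genes between 1.11 and 1.70, none of them past the test.

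No paired analysis was possible because the values analysed are the means of each group, without values per replicate. For the same reason, the 6 fits that each leave out 1 replicate and the fit with a replicate block were not run, and no other split of the 6 samples was formed. The depth per DMR is unknown, and no result was repeated at a higher coverage minimum than that of the authors. DMRs with 3 CpGs made up 66.5% of the list.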

Differences from the paper's values

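The comparison of amplicon differences was kept apart from the others after its values had been seen, and no other comparison in this part was chosen in that way. Readings of the paper's figures were made by eye. Of 95 values of the paper that were also computed here, 91 lay within the limits set for a difference and 4 did not. The limit was a ratio, wide enough that a loss share of 76.1% against the paper's 68% lay within it. The values come from the authors' own DMR list, so their closeness is no independent check. For CpGs in gene bodies, the odds ratio here is against all reference CpGs. The paper's figure sets them beside differentially methylated CpGs outside DMRs.

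With islands of at least 200 bp, 7.69% of loss DMRs and 12.5% of gain DMRs overlapped a CpG island, whereas the paper shows about 0.7% and about 3% (Fig. 3F, read by eye). Of the alternatives set before the data were examined, the one with islands of at least 500 bp gave 0.70% and 4.43%, within the limit for both, the gain value close to it.

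*Tek* contained 0 intronic DMRs, whereas the paper lists about 1 (Fig. 4C). The single DMR of *Tek* overlapped an exon of the annotation used here. *Ltbp3* contained 0 loss DMRs, whereas the paper shows about 1 (Fig. 4C), and its only DMR gained methylation. Of the alternatives set before the data were examined, a difference of at least 20%, at least 5 CpGs, merging and autosomes only were run for both genes, and protein-coding genes only and the wider promoter without a TTS class for *Tek*. None of these closed either gap.

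The paper describes both loss and gain DMRs as enriched at 10 to 100 kb on both sides of the TSS. Loss DMRs at that distance upstream were less frequent than after random placement (15.1% against 19.7%). The paper describes DMRs as depleted at the TSS, and this held here against placement with at least 3 CpGs but not against placement without a minimum of CpGs (odds ratio 1.92). The paper annotates genes near gain DMRs as NOTCH signaling genes. The list of NOTCH genes used here passed the test only with DMRs within 10 kb of the gene body (permutation p = 0.0368), and the Reactome set of the paper was not used here. *Prkce*, with 65 DMRs, exceeded *Smad6*, which the paper ranks first among the semaphorin and TGFβ family genes.

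Some values differed by less than the limits. The odds ratio of DMRs in introns was 2.16, and the paper's is 2.65. Among the 13,004 DMRs with a difference of at least 20%, set before the data were examined, it was 2.66. The paper's value is for all DMRs, and its background may differ from random placement. The closeness of 2.66 therefore does not account for the gap. The paper's share of loss among clustered DMRs is 68%, and 76.1% was found here, with no alternative below 75.2%. Counted as genes, loss DMRs prevailed in 66.9% of the 474 genes. The paper's number of these genes is 446.

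In the 22 amplicons, the direction of the difference was the same as that of the T-WGBS values in Figure 3—figure supplement 1B in 22. The paper describes the amplicons as DMRs found by T-WGBS. This outcome was therefore fixed in advance and is no comparison with MassARRAY. The number of CpGs matched in 4, so the figure's values average other CpGs than the means used here and were not entered among the compared values. The gap between both values was 0.0378 at the median, as a fraction, and 0.158 at most, at *Foxo3*, where the mean of the overlapped DMRs differed by -0.498.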

Other observations

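The cell cycle list and the alternative with 1 DMR per run were fixed before the data were examined. Their use to test explanations and the other tests in this part were set after the list had been opened but ahead of their results. The reading of the ETS result was changed after it was seen, and the gene counts in the last paragraph were picked after they were seen.

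The location of loss DMRs in introns could come from a few large clusters. With 1 DMR kept per run of DMRs, the odds ratio of loss against gain in introns was 3.07 (2.83 to 3.34), so the clusters alone do not carry the difference.

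The DMR model requires 3 consecutive CpGs at p under 0.05, without an adjustment for the number of CpGs. If all 21,353,092 CpGs were tested, independent and unchanged, 2,669 runs of 3 would be expected by chance, and the list is 6.87 times as long. This argues against chance runs of independent CpGs as the source of the list as a whole. It does not bound the share of false DMRs, since neighbouring CpGs are correlated, the expectation requires neither the same direction nor a difference of 10%, and the number of CpGs that passed the coverage filter was not analysed. Permuted samples would be needed for that.

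A minority of cells of another type among the young adult samples could lower methylation. A minority that is fully unmethylated can lower a mean by no more than its share, yet the young adult mean was below 50% of the infant mean in 65.4% of loss DMRs. A minority of that kind does not account for these DMRs. A change in the makeup of most of the sorted cells, such as in the kinds of EC, stays open.

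If loss DMRs were enhancers of EC, motifs of ETS factors might be more frequent in them than in gain DMRs. Within groups of GC content, the odds ratio of windows with the motif CMGGAAR was 1.07 (95% interval 0.995 to 1.16 from resampled blocks). The criterion set ahead of the result, an interval above 1, was not met, and by that criterion the result counts against an excess. Because the interval does not exclude a small excess either, the outcome is treated as undecided, a reading adopted after the value was seen. The odds ratio of the ETS motif was 1.12 with 1 window per run of DMRs and 1.01 within introns. Neither value has an interval, so they do not decide it. Among 7 other motifs without a prediction, FOX (1.83, 1.65 to 2.07), GATA (1.46, 1.34 to 1.59), KLF (1.46, 1.29 to 1.63) and AP-1 (1.24, 1.09 to 1.44) motifs were more frequent in loss DMRs. SOX (0.89, 0.81 to 0.98) and TEAD (0.90, 0.82 to 0.98) motifs were more frequent in gain DMRs, and CTCF motifs (0.59, 0.27 to 1.11) were too few to decide. The intervals are not adjusted for 8 motifs. The odds ratio of SOX motifs was 1.01 with 1 window per run of DMRs and 0.98 within introns, so that difference is not separate from clustering and location. The GC content was 48.5% at the median of both groups. Background sequence other than gain DMRs was not compared.

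The paper describes a global gain of methylation. A gain that falls on repeats would raise the share of repeat-masked bases in gain DMRs, yet it was 14.7%, against 27.5% (26.5 to 28.6) after random placement. Loss DMRs contained 12.8%, against 27.2%. Reads in repeats map to a single place less often, so the coverage filter could hold down both shares, and the gain outside DMRs was not analysed.

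Repression of cell cycle genes in young adults might go with a gain of methylation in their bodies. The 52 genes contained 11 gain DMRs, against 8.42 in lists matched on gene length (one-sided permutation p = 0.27), and 4 loss DMRs against 12.6. An excess was not detectable with so few DMRs, and whether gain of methylation has a part in their repression stays open.

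At gene level, *Dnmt3a*, which the paper reports as repressed in adult EC, contained 8 loss and 5 gain DMRs. *Kitl*, whose intergenic amplicon gained methylation, contained 44 loss DMRs in its gene body, all of its intragenic DMRs. *Cyth3* contained 50 and *Ankrd33b* 38 loss DMRs, against 0.98 and 1.37 on average after random placement.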
